# Profiling Hepatic microRNAs in Zebrafish: Fluoxetine Exposure Mimics a Fasting Response That Targets AMP-Activated Protein Kinase (AMPK)

**DOI:** 10.1371/journal.pone.0095351

**Published:** 2014-04-21

**Authors:** Paul M. Craig, Vance L. Trudeau, Thomas W. Moon

## Abstract

This study examined the similarities in microRNA profiles between fasted and fluoxetine (FLX) exposed zebrafish and downstream target transcripts and biological pathways. Using a custom designed microarray targeting 270 zebrafish miRNAs, we identified 9 differentially expressed miRNAs targeting transcripts in biological pathways associated with anabolic metabolism, such as adipogenesis, cholesterol biosynthesis, triacylglycerol synthesis, and insulin signaling. Exposure of female zebrafish to 540 ng/L FLX, an environmentally relevant concentration and a known metabolic repressor, increased specific miRNAs indicating greater inhibition of these pathways in spite of continued feeding. Further examination revealed two specific miRNAs, dre-let-7d and dre-miR-140-5p, were predicted *in silico* to bind to a primary regulator of metabolism, adenosine monophosphate-activated protein kinase (AMPK), and more specifically the two isoforms of the catalytic subunit, AMPK**α**1 and **α**2, respectively. Real-time analysis of the relative transcript abundance of the **α**1 and **α**2 mRNAs indicated a significant inverse relationship between specific miRNA and target transcript. This suggests that AMPK-related pathways may be compromised during FLX exposure as a result of increased miRNA abundance. The mechanism by which FLX regulates miRNA abundance is unknown but may be direct at the liver. The serotonin transporter, slc6a4, is the target of FLX and other selective serotonin reuptake inhibitors (SSRI) and it was found to be expressed in the liver, although treatment did not alter expression of this transporter. Exposure to FLX disrupts key hepatic metabolic pathways, which may be indicative of reduced overall fitness and these effects may be linked to specific miRNA abundance. This has important implications for the heath of fish because concentrations of SSRIs in aquatic ecosystems are continually increasing.

## Introduction

MicroRNAs (miRNAs) are major post-transcriptional regulators [1]–[3]. These short, noncoding RNAs regulate mRNA translation and/or stability by binding to ’seed sequences’ in the 3′UTR of a target gene. Ultimately, this binding blocks translation of the target gene at the post-transcriptional level [4]. MicroRNAs are involved in a number of diverse biological processes including metabolism, cell development and apoptosis, and are sensitive to toxicological insults, such as heavy metals (Cd or Al) and microcystins [5], [6], and to postprandial regulation [2]. Given that miRNAs are regulated by hormones and neurotransmitters [7], [8], they may also be affected by endocrine disrupting chemicals. Many human pharmaceuticals are now detected in aquatic environments and some are considered to be important endocrine disruptors [9].

The substantial prescription rates and use of human and veterinary drugs and the inability to effectively remove them from treated sewage wastewater, has led to growing concerns that the metabolically active ingredients excreted in human and animal waste will accumulate in lakes and rivers and detrimentally effect resident aquatic organisms [10]–[12]. Fluoxetine (FLX), a selective serotonin re-uptake inhibitor (SSRI) and the metabolically active ingredient of Prozac, was introduced by Eli Lilly 26 years ago, and today is amongst the most prescribed SSRIs for the treatment of depression and anxiety. FLX has been found at detectable levels in surface waters surrounding wastewater treatment plants [13], [14] and has one of the highest acute toxicity levels of any human pharmaceutical for non-target, aquatic organisms [10]. Analysis across several rivers and streams in North America report FLX levels between 13 and 540 ng/L [14], [15], well below the LC_50_ for the majority of aquatic species [16]. As FLX was the first SSRI marketed, it has the most abundant aquatic toxicological data, although this data set lacks the assessment of impacts on miRNAs and target gene responses.

The therapeutic target of FLX is the inhibition of the presynaptic membrane serotonin transporter (slc6a4), thereby inhibiting re-uptake of serotonin [17]. Importantly, serotonin is a key factor in satiety signaling and, as a side effect, patients taking Prozac exhibit weight loss such that some researchers consider Prozac as a potential therapy for obesity [18], [19]. In fish, feeding rates and the ability to capture prey significantly declined in fathead minnow and hybrid striped bass, respectively, to waterborne FLX doses ranging from 3.7 to ∼25 **μ**g/L [20]–[21]. The decline in feeding may be related to an apparent increase in expression of the corticotropin-releasing factor (CRF), a key food intake inhibitor in the hypothalamus. Mennigen et al. [22] demonstrated by repeated FLX injections in goldfish (*Carassius auratu*s) both decreased food intake and decreased body mass gain. Interestingly, the slc6a4 has also been identified in the liver of goldfish, among other tissues [23], suggesting there may be alternate target organs and pathways involved in the impacts of FLX exposure. Furthermore, Mennigen et al. [24] demonstrated that a chronic, 28-day environmentally relevant FLX exposure in goldfish impacted glucose metabolism, which was correlated with decreased hepatic gluconeogenesis. Although this study related the decline in feeding to FLX central disruption of anorexigenic peptides, it failed to address whether FLX has a direct impact on liver metabolism by acting through the slc6a4 transporter. Recently, Craig and Moon [25] examined the potential of zebrafish as a model for understanding energetics and fuel usage; they identified key transcriptomic regulators of liver metabolism related to fasting, particularly the master cellular energy sensor, adenosine monophosphate-activated protein kinase (AMPK). However, the upstream regulators of these pathways are poorly understood, although evidence from studies of mammalian models supports the inhibition of AMPK activity by serotonin, linking serotonergic pathways with energy metabolism [26]. Furthermore, there is evidence that miRNAs may also play a role regulating AMPK activity in dehydration-mediated metabolic depression in *Xenopus laevis* [27]. None of these studies examined a link between inhibition of serotonergic pathways and altered miRNA abundance.

The primary hypothesis of this study is that the miRNA profile of a zebrafish exposed to FLX will mimic that of a fasting response. Therefore, we examined the liver miRNA profiles of zebrafish that were either fed or fasted for 7 days, and fed or fasted and exposed to 540 ng/L FLX for the same period of time. The significantly expressed miRNA, as determined using a custom generated microarray, were subjected to *in silico* analysis of target genes and downstream pathways that could potentially be affected by the differentially expressed miRNAs. Results from this microarray study would then be subjected to target gene and pathway analyses, which would be used to compare the similarities between fasting and FLX exposed fish. These results when viewed with other FLX exposure studies will provide a greater understanding of potential mechanisms of endocrine disruption in aquatic species.

## Methods and Materials

### Animals and Experimental Design

Adult male and female zebrafish (*Danio rerio*) were purchased from Big Al’s Aquarium Services (Ottawa, ON) and maintained in 10-L acrylic tanks (n = 30 per tank) in closed, multi-rack aquatic housing systems (Aquatic Habitats, Apopka, FL). Fish were presumed to be of similar age based on size. All tanks were supplied with well-aerated dechloraminated City of Ottawa tap water at 28°C. Fish were maintained under a 12∶12-h light-dark cycle and fed once daily to satiation (food composition: crude protein 55%, crude fat 15%, crude fiber 1.5%, moisture 12%; Adult zebrafish complete diet, Zeigler Bros., Inc., Gardners, PA). Experimental procedures were approved by the University of Ottawa Animal Care Protocol Review Committee and undertaken in accordance with institutional animal care guidelines adhering to those of the Canadian Council on Animal Care. Zebrafish were sorted for size, sexed and weighed (0.496±0.02 g, n = 80). Only females were used for this experiment to avoid confounding of potential sex differences. Twenty fish were placed into 4 separate 8-L glass aquarium, provided with adequate aeration, and fish were exposed to either normal fish water or water that contained FLX at 540 ng/L (Sigma-Aldrich, Oakville, ON, Canada), a dose that reflects the highest concentration of FLX reported in the aquatic environment [15]. The experiment was designed as static renewal, where 80% of the water was replaced daily 1 h after feeding. Ammonia, nitrate and nitrites where measured and no differences were found between treatments (data not shown). An additional treatment of feeding and fasting was overlaid with the FLX exposure, yielding 4 treatment groups: Fed (which acts as the control), Fasted, Fed+FLX, and Fasted+FLX. An initial pilot study conducted revealed the greatest response of miRNA to fasting occurred after 7 days, and therefore the experiment was terminated at the end of the 7^th^ day. At the end of the exposure, zebrafish were terminally anesthetized with an overdose of 3-aminobenzoic acid ethylester (∼200 mg/L MS-222, Aqua Life, Syndel Laboratories Ltd., Vancouver, BC, Canada), livers were removed and pooled (2 livers per tube), immediately frozen on dry ice and stored at −80°C until processed.

### Extraction and Analysis of microRNA

Both total RNA and miRNA were extracted from frozen liver samples using the Absolutely RNA miRNA Purification Kit (Agilent Technologies, Santa Clara, CA, USA) following the manufacturer’s instructions. Purity and integrity of the extracted RNA was validated on a 2100 Bioanalyzer Instrument (Agilent Technologies), and only samples having a RNA Integrity Number >8.0 were used for further analysis. Four samples from each treatment were used for analysis of miRNA expression using a custom designed zebrafish miRNA 8×15K microarray (Agilent Technologies; G4474A). The design was based on the latest zebrafish miRNA database (miRbase) available as of September 2012 (270 distinct *Danio rerio* miRNA probes; www.mirbase.org) uploaded to Agilent’s proprietary custom design microarray software (eArray, Agilent Technologies). 

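Each array held 15595 spots, of which 14880 were for 248 miRNAs as the scanner files name them. The remaining spots carried 22 control names.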

One particular highlight of the design is the 60 replications of each miRNA probe, which reduced overall hybridization noise and variability between samples. 

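In the scanner files each of the 248 miRNAs had 60 spots per array, which 224 miRNAs shared between 2 probe sequences and 24 miRNAs between 3 or 4. The scanner software marked between 267 and 641 miRNA spots per array as outliers among their replicates, and these were left out of the RMA values. The number of saturated miRNA spots was 0 on every array.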

A total of 500 ng of total RNA (containing miRNA) was labeled and hybridized to the microarray following the explicit instructions of the miRNA Microarray System with miRNA Complete Labeling and Hyb Kit Protocol (Agilent Technologies). All reagents and kits used for labeling (i.e. Cyanine3-pCp), hybridization, and washes were purchased from Agilent Technologies. After hybridization and washing, the slides were immediately scanned on a SureScan Microarray Scanner G2600D (Agilent Technologies). Raw fluorescent data files were converted to normalized expression indices using the RMAalgorithm in GeneSpring GX (Agilent Technologies). Differential expression analysis used a one-way ANOVA with Tukey’s post-hoc test, and miRNA which demonstrated a 2.0-fold or higher change in expression between treatments were selected for further analysis. Predicted target gene analysis was performed using GeneSpring software linked to the zebrafish TargetScanFish database release 6.2 (www.targetscan.org/fish_62/;) [28]. This analysis created a predicted gene list that was further subjected to pathway analysis in GeneSpring GX, which provided an indication of targeted physiological/metabolic pathways. The results of this microarray experiment and all associated files were submitted to the Gene Expression Omnibus in accordance with MIAME guidelines (Accession number: GSE55229; http://www.ncbi.nlm.nih.gov/geo/).

### Microarray and Gene Target Validation

The main objective of this study was to examine the similarities that exist between FLX exposure and fasting, so the significantly regulated miRNAs that were common across the treatments compared to the control (fed) were examined. Using the same total RNA samples used to extract miRNAs, we validated the expression profile of the up-regulated miRNAs using real-time qPCR. Briefly, 1 **μ**g total RNA (containing miRNA) was reverse transcribed to miRNA 1^st^ strand cDNA using a kit purchased from Agilent Technologies (miRNA 1^st^ strand synthesis kit, Cat#600036). After cDNA synthesis, real-time qPCR was carried out using the Rotor-Gene Q real-time PCR thermocycler (Qiagen) and Rotor-Gene SYBR green PCR kit (Qiagen). Each reaction contained 5 **μ**l Rotor-Gene SYBR green PCR master mix (Qiagen), 1 **μ**l of each forward and reverse gene specific primers for a final concentration of 1 **μ**M, 2 **μ**l RNase/DNase-free purified H_2_O (Roche), and 1 **μ**l cDNA product described above. Cycling conditions were: 5 min initial denaturation at 95°C, 40 cycles of 95°C for 5 s, and 60°C for 10 s. Additionally, for validation that only one product was amplified, a melt curve analysis was used at the end of each run. To account for differences in amplification efficiencies between different cDNAs, standard curves were constructed for each target gene using serial dilutions of a reference pool of representative cDNA from all experiments. To account for differences in cDNA production and loading differences, all samples were normalized to the expression level of the housekeeping gene U11 snRNA [29], which did not change over the experimental treatments. Transcript expression data were calculated using the 2^ΔΔ–Ct^ method [30]. Both RNase/DNase-free H_2_O and non-reverse transcribed RNA were assayed on each plate to ensure no contamination was present in the reagents or in the primers used.

Target gene analysis revealed an extensive number of transcripts can be targeted by a single miRNA (see supplemental tables in File S1), however further exploration into these lists revealed that dre-let-7d and dre-miR-140-5p can specifically target the AMPK catalytic subunit 1 and 2, respectively. Primers were designed for AMPK**α**1, AMPK**α**2, slc6a4a and slc6a4b, and due to the similarity that exists between the isoforms, probe based PrimeTime Mini qPCR Assays (Integrated DNA Technologies, Coralville, IW, USA) were employed to decipher the expression differences between the two isoforms. Additional confirmation of target analysis was performed on two other transcripts that were *in silico* predicted targets: pyruvate carboxylase (pc), which maintains a regulatory role in gluconeogenesis, and the liver X receptor (nr1h3), which is involved in lipid and cholesterol metabolism (Tables S1–S5 in File S1). Probe-based and SYBR green qPCR assays were run on the Qiagen Rotor-Gene Q PCR machine as above, following the manufacturer’s instructions. Melt curves, standard curves and calculation of changes in expression were conducted as described above, with the exception that the housekeeping gene used was elongation factor 1 alpha (ef1**α**). All primers and probes for both miRNA and gene expression are found in Table 1.

**Table 1:** miRNA and gene primers used for validation of microarray experiment and confirmation of target gene prediction.

miRNA	miRBase #	Sequence
dre-let-7d	MIMAT0001762	TGAGGTAGTTGGTTGTATGGTT
dre-miR-140-5p	MIMAT0001836	CAGTGGTTTTACCCTATGGTAG
dre-miR-210-5p	MIMAT0003392	AGCCACTGACTAACGCACATTG
dre-miR-22b	MIMAT0001789	AAGCTGCCAGTTGAAGAGCTGT
dre-miR-301a	MIMAT0001870	CAGTGCAATAGTATTGTCAAAG
dre-miR-457b	MIMAT0001884	AAGCAGCACATAAATACTGGAG
**Gene**	**Accession #**	**Primers/Probe**
AMPK**α**1	NM_001110286	F: CAGTAATCCACCCCTGAGATG
		R: AGTTATCAGCACACCGACAG
		Probe: 56-FAM/TTGGATGAG/ZEN/AAGGAGAGCAGGCG/3IABkFQ
AMPK**α**2	XM_695739	F: GAACAGGTAGCCAGGAAGATC
		R: CTACATCCCCGAATACCTCAAC
		Probe: 56-FAM/TGCAGCATG/ZEN/AGCATCAGCAGACT/3IABkFQ
ef1**α**	NM_131263	F: GGAAATTCGAGACCAGCAAATAC
		R: TCAAACACTTCCACCTTCTCC
		Probe: 56-FAM/CACCACCAG/ZEN/CAACAATCAGCACA/3IABkFQ
nr1h3	NM_001017545	F: AGACAGCTCGTACCTCTACAG
		R: CTTTGGGCCGATCAATGAAAG
pc	NM_131550	F: GTACACCAACCTACACTTCCAG
		R: GATCGCCCACAATCTTAGAGG
slc6a4a	NM_001039972	F: GAGAATGGTTTGTGCTTGGC
		R:AGGAAGACAACGGTGATAACAG
		Probe: 56-FAM/TCCGTAGGT/ZEN/TAGAGTGGAGAGGGC/3IABkFQ
slc6a4b	NM_001177459	F: CAGATTCAGCAACGACATCAAG
		R: TCGAATAGCGTCAGGGTTTG
		Probe: 56-FAM/AGTCCTGGA/ZEN/GTGTAGCCCAACATC/3IABkFQ
U11 snRNA	NR_037952	F: GGGATTCTCTGACACAGTTACG
		R: CAAGACCAACGATCATTAGCAG

For gene expression analysis of AMPKα1 and 2 and slc6a4a and b isoforms, probe-based technologies was employed due to the high similarity between the 2 isoforms.

### Statistical Analysis

A statistical analysis of microarray data was performed as outlined above using the GeneSpring GX Software package v12.6 (Agilent). Linear and non-linear regression analyses for microarray validation and AMPK**α** isoform/miRNA relationship, respectively, were carried out using SigmaPlot Software v11.0 (Systat Software Inc., San Jose, CA, USA). Student’s t-test (SigmaPlot) was employed to determine the statistical significance between the relative abundance of the slc6a4 isoforms within each treatment. A one-way ANOVA and Tukey’s post-hoc test was employed for determining significant differences amongst the relative transcript abundance of pc and nr1h3 (p<0.05).

## Results

A total of 13 of the 270 miRNAs significantly changed >2-fold in abundance for all experimental treatments compared with the fed control, representing 4.8% of the total population of miRNA targets represented on the microarray. Of these 13, 10 were significantly up-regulated, and only 3 were down-regulated (Figure 1A, B). 

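Liver RNA from female zebrafish of 4 groups was hybridized to 16 arrays, 4 each for Fed (the control), Fasted, Fed/FLX and Fasted/FLX. FLX is fluoxetine, a selective serotonin reuptake inhibitor, added to the water at 540 ng/L, and each sample pooled 2 livers after 7 days. The paper's text gives 4 separate tanks for the 4 groups, so that a group and its tank cannot be told apart. The arrays lay on 2 slides of 8, with 2 arrays of each group on each slide. All FLX arrays lay in slide columns 2 and 4 and all other arrays in columns 1 and 3. The authors deposited the scanner software's intensity for each spot, background-subtracted and not normalized between arrays. The methods name RMA, so a normal-exponential background model was fitted to each array, control spots and outlier spots were removed, the arrays were quantile normalized, and the log2 values of the spots of a miRNA were combined by median polish. A miRNA was taken as detected on an array when at least 50% of its spots without an outlier mark were well above background in the scanner software's own test. By this rule 64 to 92 miRNAs were detected per array, 49 were detected on all 16 arrays and 140 on none. The share of miRNA spots well above background ranged from 26.3% to 29.3% on the Fed arrays (median 29.0%), from 28.5% to 33.3% on the Fasted arrays (median 29.9%), from 25.8% to 33.5% on the Fed/FLX arrays (median 31.1%) and from 32.1% to 35.4% on the Fasted/FLX arrays (median 33.0%). Groups were compared with limma, with Benjamini-Hochberg adjustment within each comparison, and a miRNA was counted as changed at an adjusted p under 0.05 and a difference of at least 2-fold. The precision is limited by the 4 arrays per group. The authors also deposited a table of log2 values for 166 of the miRNAs, in which 14 of the 16 columns held the values of another sample's scan than the one in the column's heading (within 0.001). Each group by the headings holds 2 scans of each of 2 groups. The groups used here are those of the scans.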

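Compared with Fed, limma called 0 miRNAs changed in Fasted, 0 in Fasted/FLX and 1 in Fed/FLX. The number changed in any treatment was therefore 1 of 248, or 0.403%. At an unadjusted p under 0.05, 29 miRNAs differed in Fasted, 40 in Fasted/FLX and 58 in Fed/FLX, where chance alone gives 12.4 in each comparison, and 0, 1 and 1 of these differed by at least 2-fold. The methods' own test on the RMA values, with no adjustment across miRNAs, also called 0, 0 and 1. With slide as a block, limma again called 0, 0 and 1. The smallest adjusted p in Fasted was 0.140. On simulated data of the same size, in which 20 miRNAs detected on all arrays were changed 4-fold at their spots, the same steps called 92.5% of the changed miRNAs. Their median absolute log2 difference came out at 1.64 where 2 was set. Smaller changes and miRNAs near background were not simulated, so the share called says nothing about those. Of the alternatives, dropping the minimum of 2-fold moved the counts most in Fasted/FLX, to 12, in Fed/FLX, to 32, and in any treatment, to 36, while Fasted stayed at 0. In Fasted the largest count was 3 among the alternatives set before the data were examined, from the methods' test on scaled total gene signals, and 9 in settings chosen after seeing the data.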

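The miRNA called by limma was dre-miR-205, which was detected on all 16 arrays and was down-regulated in Fed/FLX. Its RMA value was 8.34 ± 0.28 log2 units (SD, n = 4) in Fed, 7.72 ± 0.33 (n = 4) in Fasted, 6.59 ± 0.83 (n = 4) in Fed/FLX and 7.26 ± 0.48 (n = 4) in Fasted/FLX. The log2 difference between Fed/FLX and Fed was -1.74 (standard error 0.34, adjusted p = 0.00759), and all 4 Fed/FLX arrays lay below all 4 Fed arrays (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow). With each array of these 2 groups left out in turn, the log2 difference stayed between -2.0 and -1.42, and the adjusted p between 0.00282 and 0.0269. Fitted on these 2 groups alone, the adjusted p was 0.0505. In Fasted/FLX the difference from Fed was -1.08 (adjusted p = 0.113), which limma called at an unadjusted p under 0.05, with those 2 groups alone in the fit (adjusted p = 0.0351), without Fed/FLX replicate 1 and on total gene signals kept at their floor of 0.1, a setting chosen after seeing the data. In Fasted it was -0.62 (adjusted p = 0.488). The other two miRNAs named in Figure 1B were also detected on every array. For dre-miR-19a-3p the RMA value was 6.31 ± 0.35 (SD, n = 4) in Fed and 5.38 ± 0.44 (n = 4) in Fed/FLX, a log2 difference of -0.93 (standard error 0.25, adjusted p = 0.0273) that was less than 2-fold. It passed 2-fold when 1 of 4 arrays was left out, with values of -1.04 without Fed replicate 1, -1.0 without Fed replicate 3, -1.03 without Fed/FLX replicate 2 and -1.09 without Fed/FLX replicate 3. For dre-miR-739, listed as dre-miR-739_v12.0, the RMA value was 11.93 ± 0.04 (SD, n = 4) in Fed and 11.67 ± 0.01 (n = 4) in Fasted/FLX, a log2 difference of -0.25 (standard error 0.12, adjusted p = 0.330). With spot signals scaled to a common 75th percentile over the detected miRNAs this difference was -1.03, which limma called. With total gene signals scaled to the 75th percentile it was -1.21, also called. Quantile normalization gives the brightest spots the same values on every array, so the RMA difference of so bright a miRNA may be understated. With at least 2-fold, limma on RMA values of all arrays called 0 miRNAs up-regulated, and 1 without Fed/FLX replicate 4. It called 3 without quantile normalization (1 down-regulated) and 1 with the 75th percentile over detected miRNAs (2 down-regulated). The methods' test on scaled total gene signals called 8 (4 down-regulated), and limma on total gene signals at their floor of 0.1, a setting chosen after seeing the data, called 10 (2 down-regulated). Of the 13 miRNAs named in Figure 1, 2 in Fasted, 4 in Fasted/FLX and 6 in Fed/FLX had a p under 0.05 adjusted over the list alone, and 0, 2 and 4 when adjusted over all 248. The list was chosen in the study on these same samples, so that the first counts are not independent evidence.

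**Figure D1:**
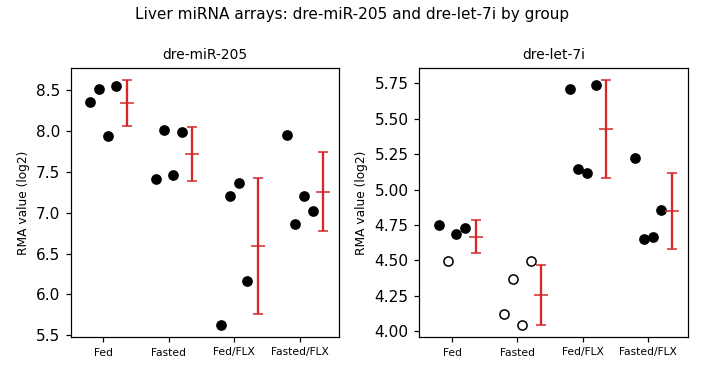
RMA values (log2, y axis) of dre-miR-205 (left) and dre-let-7i (right) on each array of the 4 groups (x axis), with filled circles for arrays on which the miRNA was well above background, open circles for the other arrays, and the mean ± SD of each group in red. The Fed/FLX arrays of dre-miR-205 lie between 5.63 and 7.36 and the Fed arrays between 7.94 and 8.55.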

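The similarity of the groups was measured as the Euclidean distance between their mean RMA values over the 248 miRNAs. Among the treated groups, this distance was 4.43 between Fasted and Fed/FLX, 3.82 between Fasted and Fasted/FLX and 3.56 between Fed/FLX and Fasted/FLX. The first was longer than the shorter of the others by 0.86, and 84.2% of the 17325 labelled divisions of the treated arrays into 3 groups of 4 gave a difference as small or smaller (exact permutation test, one-sided towards a shorter Fasted to Fed/FLX distance, p = 0.842). The value that moved it most came from the authors' table, grouped by its headings, where the difference was -4.47 (exact permutation test, one-sided, p = 0.0281), but those groups mix the groups of the scans, so that it is not the same distance. Of the other alternatives set before the data were examined, leaving out quantile normalization moved it most, to -0.35 (exact permutation test, one-sided, p = 0.230). An average-linkage tree of the group means joined Fed and Fasted/FLX first, at 3.53, and Fed/FLX last. This order is not stable, because with 1 array left out in turn the first join changed in 9 of 16 trees, to Fed/FLX with Fasted/FLX in 7 and to Fed with Fasted in 2.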

Using hierarchical clustering analysis in the GeneSpring GX software package, there was a significant similarity found in the expression pattern of miRNA in zebrafish exposed to 7 days of fasting and those fed for 7 days in addition to being exposed to FLX at 540 ng/L (Figure 2). Furthermore, this clustering analysis revealed a greater similarity between all of the experimental treatments compared to the fed controls, supporting our hypothesis that FLX exposure mimics a fasting response (Figure 2). 

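From Fed, the distance was 3.67 to Fasted, 3.53 to Fasted/FLX and 4.78 to Fed/FLX. The mean of these exceeded the mean distance among the treated groups by 0.06, which 40.8% of the divisions of the 16 arrays into a Fed group and 3 other groups of 4 reached or passed (exact permutation test over 10510500 divisions, one-sided, p = 0.408). With 1 array left out in turn this excess ran from -0.19 without Fed/FLX replicate 4 to 0.34 without Fed replicate 1. It was -0.17 with spot signals scaled to the 75th percentile of the detected miRNAs and 2.18 with total gene signals scaled in that way. Across the 248 miRNAs, which are not independent replicates, the log2 differences from Fed in Fasted and in Fed/FLX had a Pearson correlation of 0.478. Because both are taken from the same Fed arrays, unchanged groups simulated from the arrays' residuals gave a mean correlation of 0.487, and 57.7% of the 10000 draws gave 0.478 or more. Spearman's rho was 0.429 (permutation of residuals, one-sided, p = 0.589). When each comparison was given 2 Fed arrays of its own, the mean correlation was 0.188 (permutation of residuals, 2000 draws, one-sided, p = 0.173). From the grouping in its cluster analysis (Figure 2), the paper reasons that FLX exposure mimics a fasting response. It also draws this from the predicted pathways, which were not analysed here, so the distances test only part of its basis.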

Comparison of the significantly up-regulated miRNAs revealed a similar, although variable, expression pattern of 6 specific miRNAs (Figure 3). 

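The 6 miRNAs of Figure 3 gave weak signals on these arrays. Each group has 24 values for them, 1 per miRNA and array, and by the rule of 50% of spots 0 were detected in Fed, 2 in Fasted, 1 in Fed/FLX and 8 in Fasted/FLX. The scanner software's own mark for a miRNA, which is less strict, gave 3, 14, 16 and 24. The dimmest detected miRNA of an array had an RMA value between 3.40 and 4.45 log2 units. dre-let-7d and dre-miR-457b were not detected on any array by the rule of 50% of spots, so that no fold is given for them. The scanner software's mark called both detected on 4 Fasted/FLX arrays. The RMA value of dre-let-7d was 3.45 ± 0.12 (SD, n = 4) in Fed, 3.66 ± 0.11 (n = 4) in Fasted, 3.88 ± 0.11 (n = 4) in Fed/FLX and 3.90 ± 0.15 (n = 4) in Fasted/FLX. limma gave its differences from Fed an adjusted p of 0.390, 0.00955 and 0.00941 in Fasted, Fed/FLX and Fasted/FLX. dre-miR-22b was detected on 2 Fasted arrays, 1 Fed/FLX array and 4 Fasted/FLX arrays. Set against the dimmest detected miRNA of each Fed array, its mean gave a bound of at least 1.13-fold in Fasted and at least 1.1-fold in Fasted/FLX. Such bounds do not allow for the spread between arrays, and limma called neither difference (adjusted p = 0.162 and 0.120). In Fed/FLX the mean of all 4 arrays lay 1.08-fold above that level, but the 1 array on which it was detected lay 1.01-fold above it. dre-miR-140-5p was detected on 2 Fasted/FLX arrays, and its mean in that group gave a bound of at least 1.06-fold over Fed (limma, adjusted p = 0.370). dre-miR-210-5p and dre-miR-301a were each detected on 1 array, a Fasted/FLX array, with no bound over 1. The number of miRNAs called up-regulated in all 3 treatments was 0 by limma, 0 at an unadjusted p under 0.05 with at least 2-fold, and 0 by the methods' test.

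**Figure D2:**
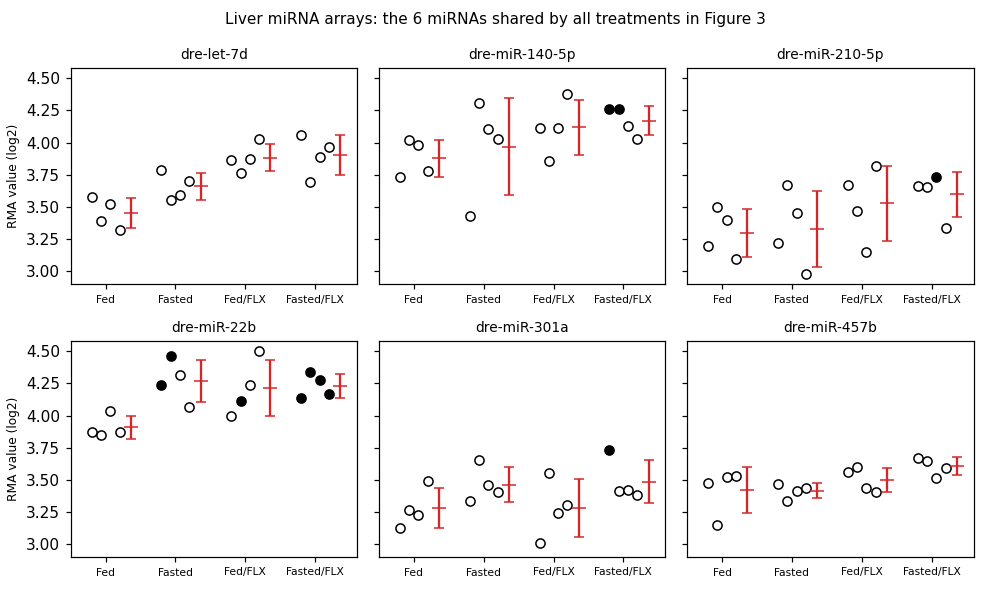
RMA values (log2, y axis) of the 6 miRNAs of Figure 3, 1 panel per miRNA, on each array of the 4 groups (x axis), with filled circles for arrays on which the miRNA was well above background, open circles for the other arrays, and the mean ± SD of each group in red. All 24 Fed values are open circles, and 8 of the 24 Fasted/FLX values are filled.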

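Of the 13 miRNAs named in Figure 1, 2 differed between Fasted/FLX and Fasted by limma. dre-let-7i was detected on 0 Fasted and 4 Fasted/FLX arrays and was higher in Fasted/FLX (log2 difference 0.59, standard error 0.17, adjusted p = 0.0491). dre-miR-181c was lower in Fasted/FLX (log2 difference -0.67, standard error 0.10, adjusted p = 8.5e-04) but was not well above background on any array. Both differences were under 2-fold on the RMA values.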

What is apparent between treatments is how waterborne FLX exposure increased the magnitude of abundance of particular miRNAs. For example, dre-let-7d abundance increased nearly 200-fold when fasted zebrafish were exposed to FLX, and this pattern although smaller occurred for dre-miR-140-5p, dre-miR-301a, and dre-miR-457b (Figure 3). 

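Between Fasted/FLX and Fasted, the RMA values differed by 0.24 log2 units for dre-let-7d (limma, adjusted p = 0.170), by 0.20 for dre-miR-140-5p (adjusted p = 0.597), by 0.02 for dre-miR-301a (adjusted p = 0.967) and by 0.19 for dre-miR-457b (adjusted p = 0.259). None of these passed the adjusted threshold, and as RMA values near background they are not folds of abundance. Total gene signals at their floor of 0.1, a setting chosen after seeing the data, gave dre-let-7d 195-fold over Fed and 58.1-fold over Fasted.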

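Between Fasted/FLX and Fasted, limma called 0 miRNAs changed by at least 2-fold. At an unadjusted p under 0.05, 42 miRNAs differed, 0 of them by at least 2-fold, and the methods' test also called 0. With total gene signals scaled to a common 75th percentile limma called 2. With no minimum fold, 16 miRNAs passed the adjusted threshold, of which 7 were higher and 9 lower in Fasted/FLX. The number of miRNAs detected per array was 71.0 ± 5.35 (SD, n = 4) in Fed, 76.3 ± 2.06 (n = 4) in Fasted, 76.8 ± 10.5 (n = 4) in Fed/FLX and 87.5 ± 4.65 (n = 4) in Fasted/FLX. It was higher on all 4 Fasted/FLX arrays than on all 4 Fed arrays (exact permutation test, two-sided, p = 0.0286, or 0.0857 adjusted over the 3 comparisons with Fed).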

Overall, FLX exposure resulted in an increased expression profile of miRNAs compared with those of fasted zebrafish. To further support this finding, we used qPCR to validate the up-regulated miRNAs found on the microarray, and found a significant, strongly positive correlation between our qPCR results and the microarray expression pattern (R^2^ = 0.95, p<0.001; Figure 3 inset).

**Figure 1:**
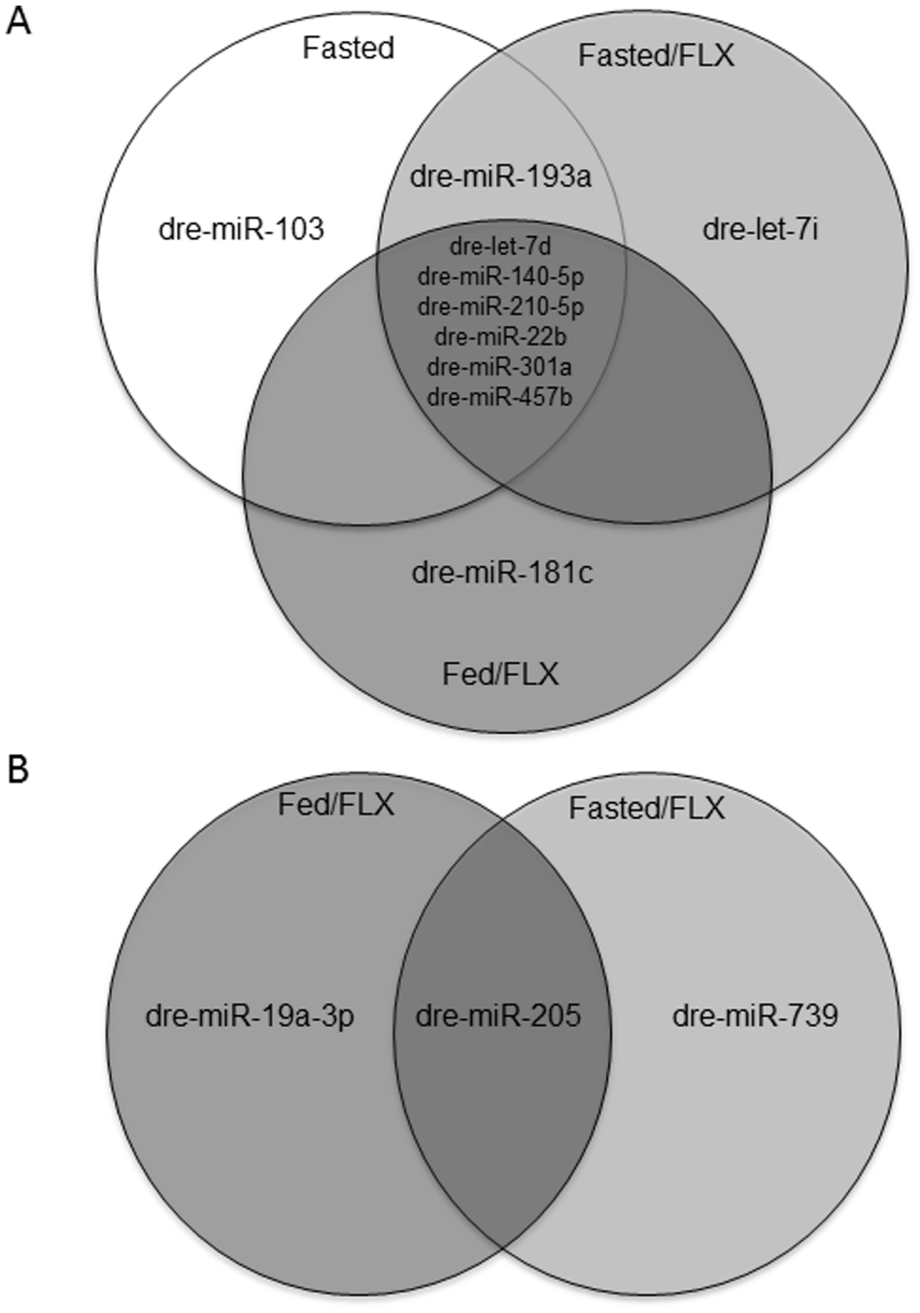
Venn diagrams of the overlapping expression patterns of miRNAs that were (A) up- and (B) down-regulated during fasting (Fasted), fasting with exposure to fluoxetine (540 ng/L; Fasted/FLX), and fed with exposure to fluoxetine (540 ng/L; Fed/FLX).

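The remaining miRNAs of Figure 1A that Figure 3 does not show were also weak. dre-miR-103 was detected on 0 Fed, 4 Fasted, 2 Fed/FLX and 4 Fasted/FLX arrays. By a bound that does not allow for the spread between arrays, it was at least 1.32-fold higher in Fasted than Fed (log2 difference 0.48, standard error 0.13, limma adjusted p = 0.162) and at least 1.14-fold higher in Fed/FLX (log2 difference 0.27, adjusted p = 0.241). In Fasted/FLX it had no bound over 1 (log2 difference 0.07, adjusted p = 0.834). dre-let-7i was detected on 3 Fed, 0 Fasted, 4 Fed/FLX and 4 Fasted/FLX arrays. It was higher in Fed/FLX than Fed by 0.76 log2 units (standard error 0.17, limma adjusted p = 0.00955), which was under 2-fold, and reached 1.03 log2 units with spot signals scaled to the 75th percentile of the detected miRNAs. In Fasted it was lower than in Fed (log2 difference -0.41, adjusted p = 0.376). dre-miR-193a and dre-miR-181c were not well above background on any array, and no fold is given for them.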

**Figure 2:**
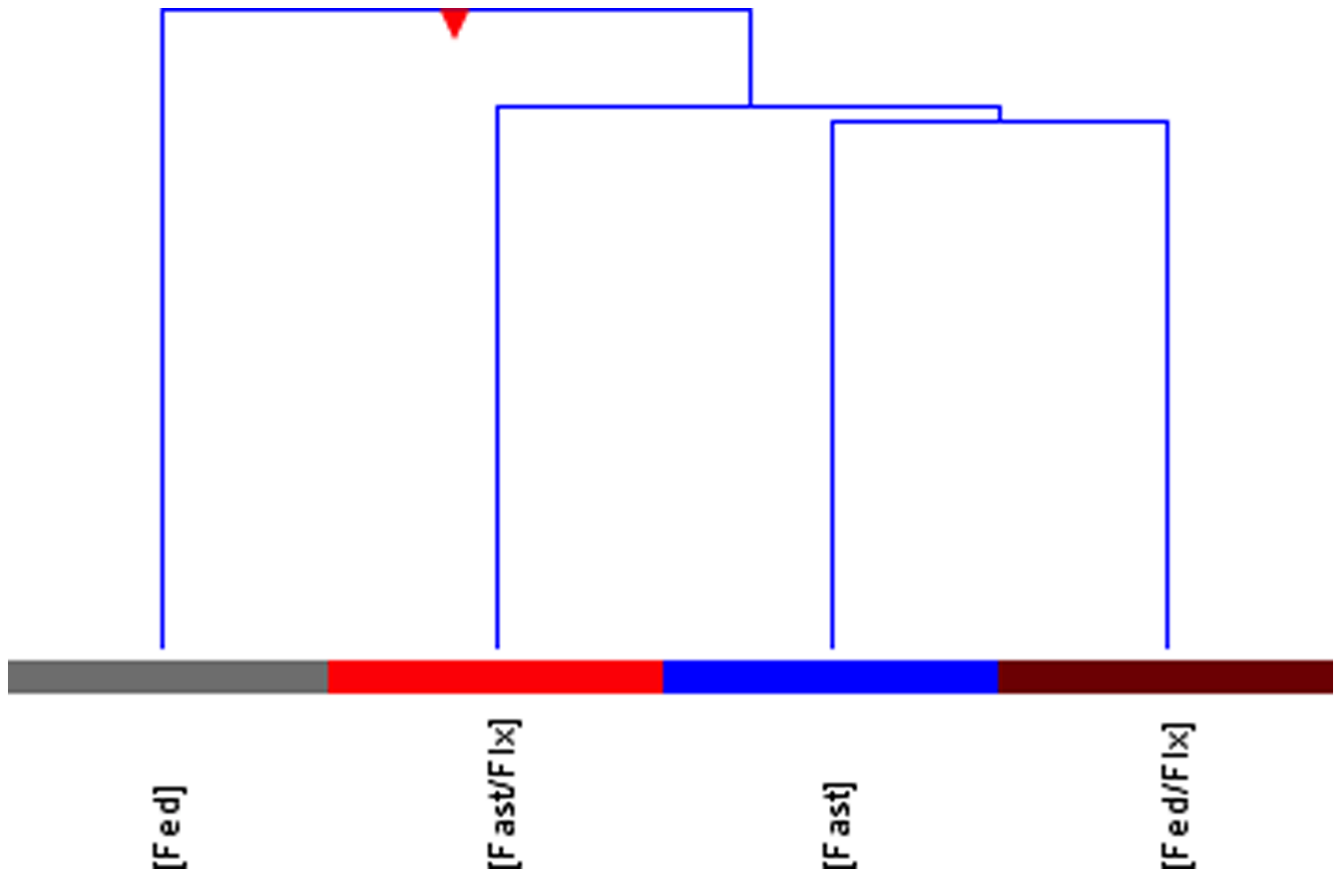
Cluster analysis demonstrating a significant relationship between individuals that were fasted and those exposed to fluoxetine versus those individuals who were only fed. [Fed]: Control; [Fast]: fasted only; [Fast/FLX]: fasted and exposed to 540 ng/L fluoxetine; [Fed/FLX]: fed and exposed to 540 ng/L fluoxetine.

**Figure 3:**
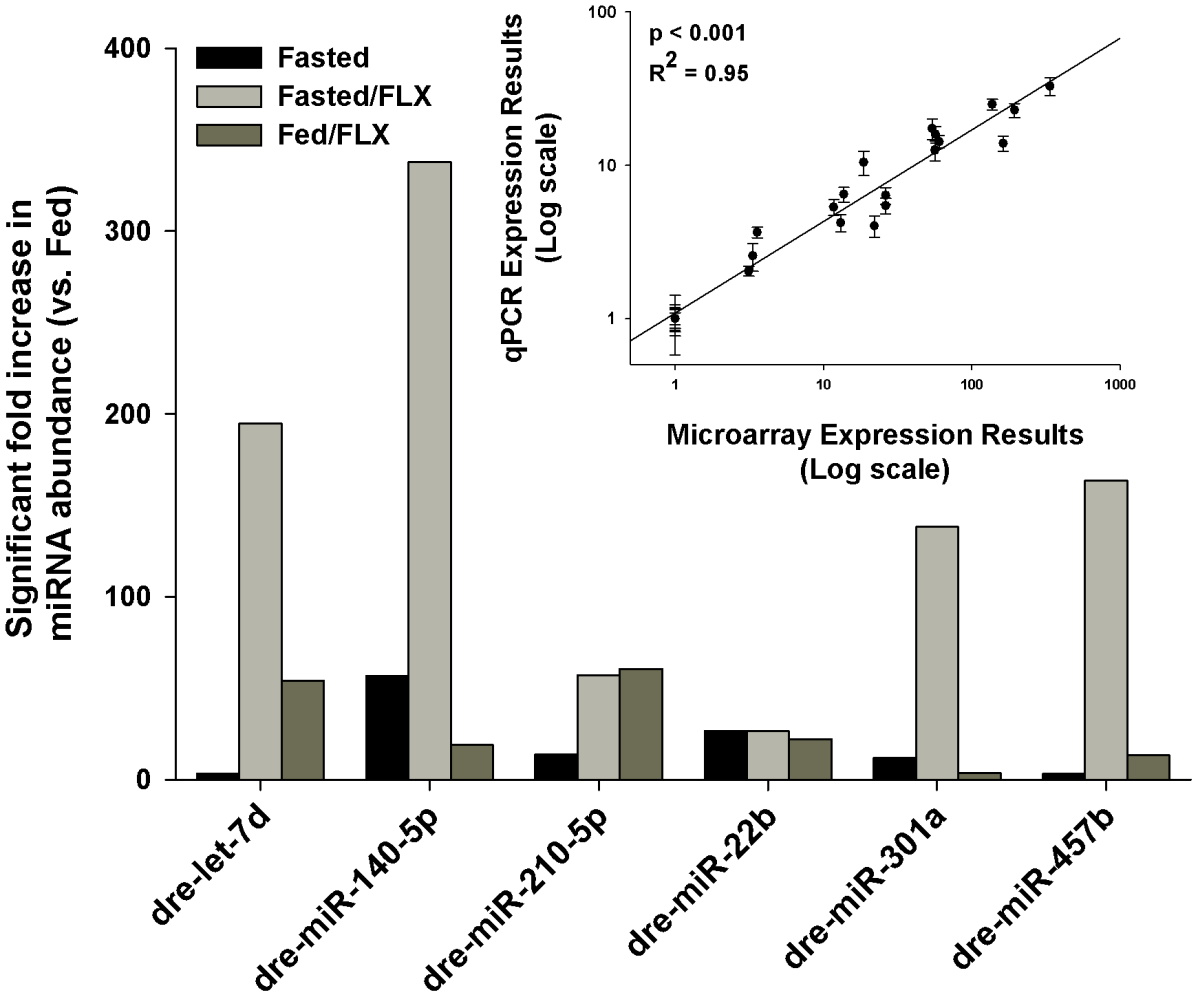
Abundance of the shared miRNAs that are significantly increased during fasting and fluoxetine exposure in the liver of zebrafish as determined by microarray experimentation. Inset is the validation of the significantly up-regulated miRNA by qPCR (R^2^ = 0.95, p<0.001).

We further investigated the predicted gene targets that corresponded to each miRNA identified using the TargetScan Fish databases linked to the GeneSpring GX software. As miRNAs can bind to multiple targets, the gene targets list produced is exceptionally long (Tables S1-S5 in File S1). We discovered that two isoforms of AMPK, **α**1 and **α**2, which are the catalytic subunits of AMPK are regulated by two of the miRNAs found in our microarray experiment, dre-let-7d and dre-miR-140-5p, with a significant likelihood that these miRNAs could bind to the 3′UTR of their respective isoforms (Table 2). As miRNAs act to repress and/or degrade the expression of their gene target transcripts, we used qPCR to examine the profile of AMPK**α**1 and AMPK**α**2 mRNA expression in relation to their predicted miRNA ‘seed’ sequence. There was a significant, non-linear, relationship between the expressions of each isoform in relation to their specific miRNA (Figure 4A, B). Interestingly, the greater the likelihood that the miRNA will bind to its target, the greater the repression of the corresponding target. As dre-miR-140-5p had a higher probability of binding to AMPK**α**2 (p = 0.028 vs. p = 0.048; Tables S1-S3 in File S1), we observed a greater repression of transcript abundance when compared to AMPK**α**1 (∼60% vs. ∼40% repression). Furthermore, TargetScan analysis revealed that AMPK**α**2 has only 1 miRNA which is dre-miR-140-5p that is predicted to bind to the 3′UTR, whereas AMPK**α**1 has 19 potential miRNAs that can bind to the 3′UTR, including dre-let-7d. Additional examination of potential miRNA targets included qPCR validation of nr1h3 and pc (Figures 5A, B, respectively). There was a significant decrease in the relative abundance of nr1h3 across all treatments compared to the fed control, with a 50–75% decrease in association with FLX exposure (Figure 5A). Comparatively, there was ∼50 and ∼75% decrease in the relative transcript abundance of pyruvate carboxylase in the fasted and fasted/FLX exposures, respectively (Figure 5B). These results further confirmed the *in silico* prediction of specific miRNA targets associated with FLX exposure.

**Figure 4:**
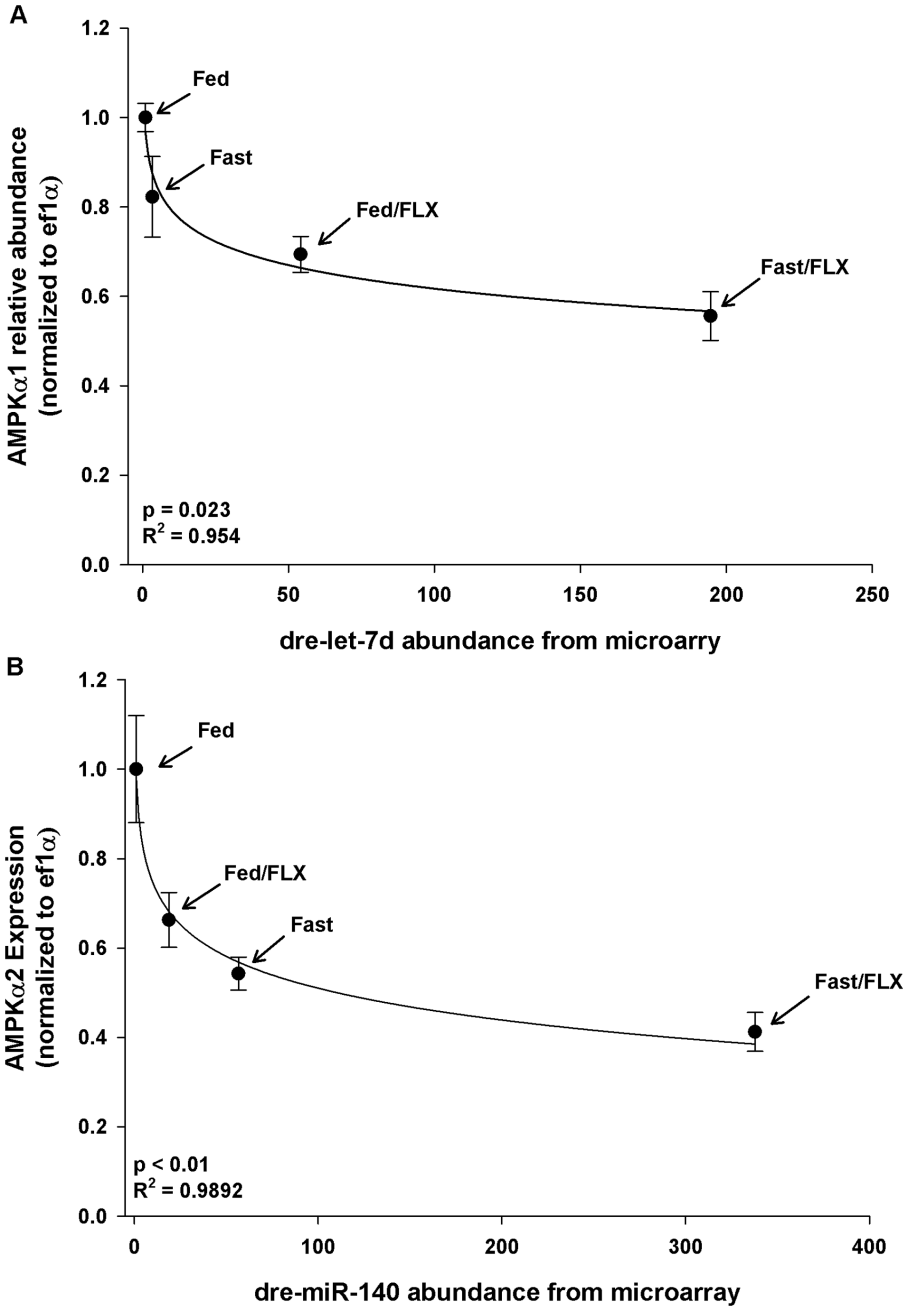
Relationship between miRNA abundance (from microarray experiment) of (A) dre-let-7d to AMPKα1, and (B) dre-miR-140a to AMPKα2. Values for AMPK relative transcript abundance are presented as the average ± S.E.M. (n = 4).

**Figure 5:**
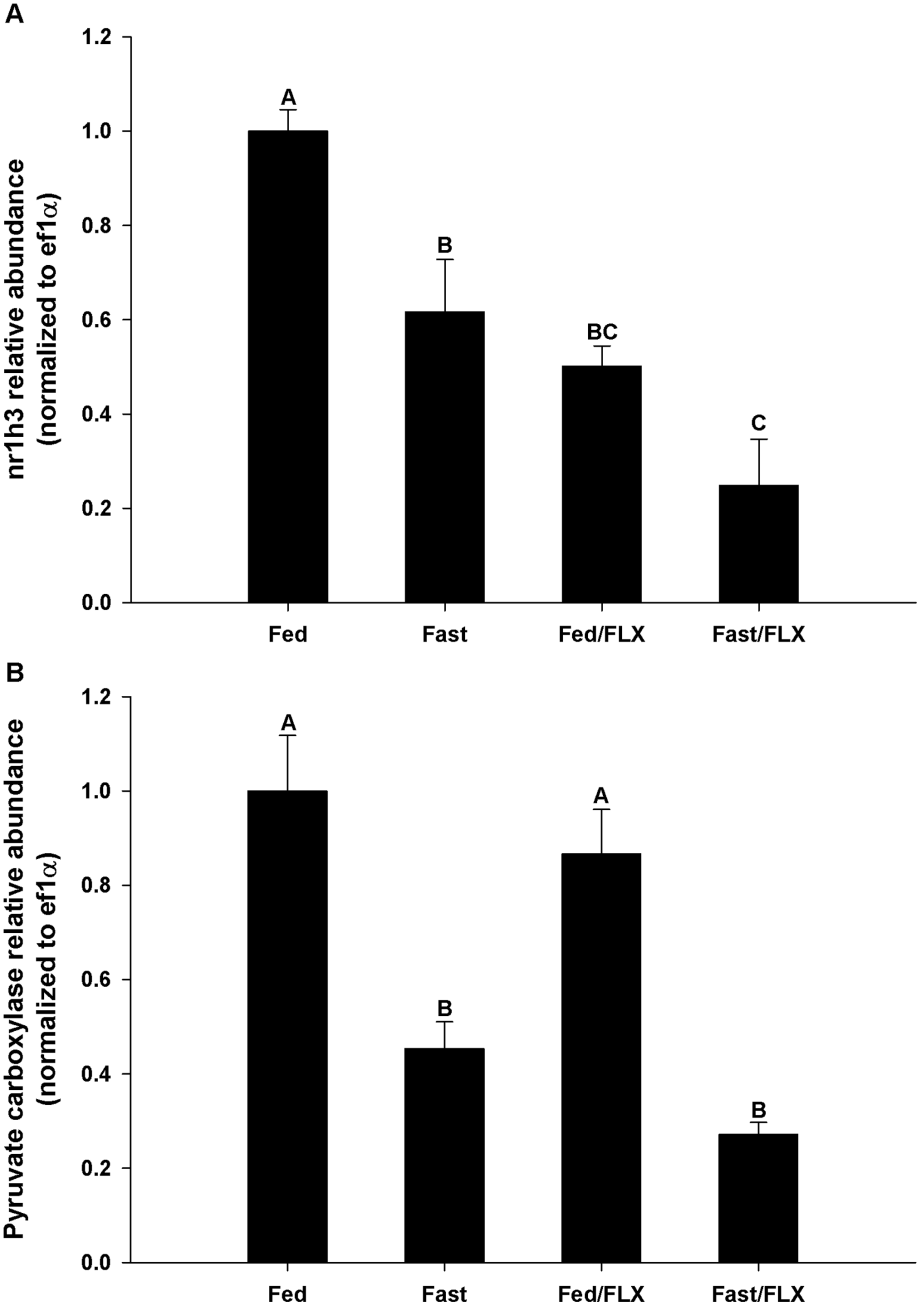
Relative transcript abundance of (A) nr1h3 (liver X receptor) and (B) pyruvate carboxylase to ef1α across all treatments. Values are presented as the average ± S.E.M. (n = 4). Bars that do not share a common letter are significantly different from each other, as determined by a one-way ANOVA and Tukey’s post-hoc test (p<0.05).

**Table 2:** The significantly up-regulated miRNA dre-let 7d and dre-miR-140a after fasting and fluoxetine exposure are predicted to target AMPK**α**1 and **α**2, respectively.

miRNA	Predicted target	Gene Symbol	p-value	Predicted pairing of target region	
dre-let-7d	AMPK**α**1	prkaa1	0.048	3′UTR =	5′…CUUUCUUCUAGAAUA**CUACCUC**U…
				miRNA =	3′ UUGGUAUGUUGGUU**GAUGGAG**U
dre-miR-140a	AMPK**α**2	prkaa2	0.028	3′UTR =	5′…GUCAUUGUGUUAAUU**AACCACU**U…
				miRNA =	3′ GAUGGUAUCCCAUU**UUGGUGA**C

Shown here are the predicted likelihoods that the miRNA will bind to it’s respective target and the ‘seed’ sequence relationship found in the 3′UTR of the target transcript.

By submitting the gene target list to Pathway Analysis in the GeneSpring software package, we identified potential pathways targeted by the miRNAs that were significantly down- or up-regulated. Importantly, it is known that miRNAs that are significantly up-regulated will repress their targeted transcripts [4], and therefore the pathways in which the targeted transcripts are involved would predictably be down-regulated. Conversely, down-regulated miRNA would be linked to up-regulated pathways. Using Pathway Analysis, a significant number of potentially down-regulated metabolic pathways were identified. These included adipogenesis, cholesterol biosynthesis, insulin signaling, lipid metabolism, and triacylglycerol synthesis (Table 3). Likely, a number of these anabolic pathways should be down-regulated under conditions of fasting for energy conservation, however these pathways are also down-regulated in zebrafish that were fed and exposed to FLX, supporting our hypothesis that FLX exposure mimics a fasting response. On the contrary, fewer pathways were found to be potentially up-regulated, likely due to the limited number of miRNA that are significantly repressed, although those pathways that are significantly linked to targeted transcripts were involved in stress and inflammation pathways including the p38 MAPK signaling and interleukin-6 signaling pathways (Table 3).

**Table 3:** The predicted up- and down-regulated pathways as determined from the subsequent list of target genes identified in the GeneSpring software package.

Predicted Down-regulatedPathway	WikipathwayID	p-value	MatchedGenes	Genes inPathway	% PathwayTargeted
Adipogenesis	WP1331	5.31E-12	6	98	6.1
Wnt Signalling	WP566	4.04E-10	5	185	2.7
G-Protein Signaling	WP1371	3.07E-08	4	75	5.3
Calcium Regulation inCardiac Cells	WP1365	3.07E-08	4	110	3.6
Myometrial Relaxation andContraction	WP1321	3.07E-08	4	110	3.6
EGFR1 Signaling	WP1323	3.07E-08	4	148	2.7
TNF-alpha NF-kB Signaling	WP1369	3.07E-08	4	153	2.6
Cholesterol Biosynthesis	WP1387	2.33E-06	3	14	21.4
Nuclear Receptors in Lipid Metabolisim	WP1326	2.33E-06	3	17	17.6
Triacylglyceride Synthesis	WP1347	2.33E-06	3	21	14.3
Nuclear Recpetos	WP1385	2.33E-06	3	28	10.7
SIDS Susceptibility	WP1377	2.33E-06	3	49	6.1
B-Cell Receptor Signaling	WP1354	2.33E-06	3	127	2.4
MAPK Signaling	WP1337	2.33E-06	3	131	2.3
Insulin Signaling	WP1313	2.33E-06	3	136	2.2
ERK1-ERK2 MAPK Cascade	WP402	2.33E-06	3	153	2.0
Biogenic Amine Synthesis	WP154	1.76E-04	2	11	18.2
Eicosanoid Synthesis	WP1318	1.76E-04	2	15	13.3
Ovarian Infertility Genes	WP1340	1.76E-04	2	22	9.1
Diurnally Regulated Genes	WP1379	1.76E-04	2	34	5.9
FAS Pathway & StressInduction of HSPs	WP511	1.76E-04	2	34	5.9
Selenium Metabolism	WP1358	1.76E-04	2	35	5.7
Circadian Exercise	WP562	1.76E-04	2	35	5.7
Apoptosis	WP1351	1.76E-04	2	60	3.3
Delta Norch Signaling	WP1382	1.76E-04	2	71	2.8
Cell Cycle	WP1393	1.76E-04	2	74	2.7
Nodal Signaling Pathway	WP341	1.76E-04	2	102	2.0
FGF Signaling	WP152	1.76E-04	2	131	1.5
**Predicted Up-regulated** **Pathway**	**Wikipathway** **ID**	**p-value**	**Matched** **Genes**	**Genes in** **Pathway**	**% Pathway** **Targeted**
p38 MAPK Signaling	WP1363	2.73E-09	4	30	13.3
TGF-beta Receptor Signaling	WP1367	2.73E-09	4	138	2.9
Id Signaling	WP1374	3.80E-07	3	47	6.4
G1 to S1 Cell Cycle Control	WP445	3.80E-07	3	48	6.3
IL-6 Signaling	WP1332	3.80E-07	3	88	3.4
Regulation of Actin Cytoskeleton	WP1380	3.80E-07	3	105	2.9
Kit Receptor Signaling	WP1341	5.27E-05	2	52	3.8
Toll-like Receptor Signaling	WP1384	5.27E-05	2	63	3.2
Wnt Signaling and Pluripotency	WP1344	5.27E-05	2	72	2.8

Tables are organized in descending order of the number of matched genes and likelihood to affect said pathway.

## Discussion

We hypothesized that the hepatic miRNA profile of a zebrafish exposed to FLX will mimic that of a fasting response. Cluster analysis of miRNA data indicated a strong relationship between fasting and the two treatments that involved FLX exposure compared with the fed group (Figure 2). Zebrafish have previously been established as a model for energetics, metabolism and fuel usage [25], and are a member of the Cyprinidae, the largest family of teleost fishes. This is important for our comparative approach in understanding the metabolic impacts of FLX. Here, we have identified 6 specific miRNAs that have a distinct overlap between fasting and FLX exposure conditions. The expression amplitudes of these miRNAs are increased when FLX is present (Figure 3). For example, dre-let-7d, dre-miR-140-5p, dre-miR-301a, and dre-miR-457b all increased in abundance >100-fold compared with the fasting only treatment. 

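Of these miRNAs, only dre-miR-140-5p allows a bound over 1 for Fasted/FLX against Fasted, at least 1.06-fold, from the mean of the 4 Fasted/FLX arrays, on 2 of which it was detected. dre-miR-301a was detected on 1 Fasted/FLX array and 0 Fasted arrays, and its bound was under 1. The other two were not well above background in either group.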

Functionally, miRNAs are effective at blocking target transcript translation by means of abundance [31], and therefore, with a high abundance of these miRNAs, target transcript repression is more likely to occur. However, this response appears to be muted when zebrafish were fed, although a significant increase in abundance versus fasting alone still persisted (Figure 3). 

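Between Fed/FLX and Fasted, limma called 1 miRNA changed, dre-let-7i, which was higher in Fed/FLX and detected on 0 Fasted arrays (log2 difference 1.17, standard error 0.17, adjusted p = 5.8e-04). It fell to 0.36 with an offset of 50 added before quantile normalization and to 0.54 with no background correction, where added background shrinks every fold, and was then under 2-fold. The methods' test called 2 miRNAs. None of the 6 miRNAs of Figure 3 had an adjusted p under 0.05 in this comparison, and their RMA values differed by -0.18 to 0.22 log2 units. Whether the effect of FLX differed between fasted and fed fish was tested as an interaction, in which limma called 2 miRNAs, dre-miR-181a-5p and dre-miR-29b. Neither is among the 13 of Figure 1, of which dre-miR-181c alone had an interaction with an adjusted p under 0.05 (0.00274, log2 value -0.91). It was not detected on any array by the rule of 50% of spots.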

Taking these miRNAs into account, we can predict *in silico* potential target genes and target pathways that would be either up- or down-regulated with respect to miRNA abundance. 

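The direction of the differences from Fed with no minimum fold depended on the scaling of the arrays. By limma on RMA values, 10 miRNAs were higher and 2 lower in Fasted/FLX, and 22 were higher and 10 lower in Fed/FLX, while 0 passed in Fasted. With spot signals scaled to the 75th percentile over all miRNA spots, 3 were higher and 3 lower in Fasted/FLX, 6 higher and 8 lower in Fed/FLX, and 2 higher and 0 lower in Fasted. With the percentile taken over the detected miRNAs the numbers were 2 and 3 in Fasted/FLX and 7 and 6 in Fed/FLX. Without quantile normalization 46 were higher and 0 lower in Fasted/FLX, and 4 higher and 2 lower in Fed/FLX. With total gene signals at their floor of 0.1, a setting chosen after seeing the data, 24 were higher and 131 lower in Fasted/FLX, 12 higher and 2 lower in Fed/FLX, and 4 higher and 0 lower in Fasted.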

What is most apparent is that the changes in miRNA abundance are primarily directed at increased as opposed to decreased miRNAs suggesting that both fasting and FLX exposures resulted in down-regulation of a broad array of metabolic pathways. This is confirmed through pathway analysis indicating 28 down-regulated pathways are shared between FLX and fasting exposures, and only 9 pathways are up-regulated related to FLX exposures alone (Table 3). The majority of pathways down-regulated by FLX exposure and/or fasting are anabolic pathways, such as adipogenesis, cholesterol biosynthesis, and triacyglycerol synthesis, confirming some of the metabolic alterations Mennigen et al. [24] established in goldfish exposed to FLX. Further investigation into the pathway analysis included examining the relative abundance of key transcripts involved in some of these metabolic pathways. Across all experimental treatments, there was a significant decrease in the relative abundance of nr1h3 (Figure 5A), a nuclear receptor that is a key regulator of lipid and cholesterol metabolism and transport [32]. Pyruvate carboxylase, a key enzyme required for gluconeogenesis and supplying cytoplasmic NADPH for lipogenesis [33], [34], was significantly repressed during fasting and fasting+FLX exposure (Figure 5B). Combined, these qPCR validation experiments confirmed the target prediction and pathway analysis that fuel metabolism is significantly altered during FLX exposure, although future studies will tease apart these specific pathways and determine their functional consequence in relation to FLX exposure and energy metabolism. Pathways that are up-regulated, such as the p38 MAPK and interleukin signaling pathways, are likely attributed to the stress of FLX exposure, as these are key pathways involved in the stress and inflammation response [35], [36]. Having altered fuel capacity and increased inflammation during FLX exposure despite being fed, puts zebrafish exposed to waterborne FLX at a distinct metabolic disadvantage resulting in an anorectic state and perhaps a reduced overall fitness [37].

Fluoxetine is a prominent psychotropic drug prescribed for the treatment of depression and anxiety, and is a commonly detected pharmaceutical in wastewaters [15], [38]. Furthermore, there is evidence that FLX can bio-concentrate in tissues of fish exposed to waterborne FLX. Accumulation of FLX has been detected in the brain, liver, and skeletal muscles of numerous fish species in North America [39], [40]. Moreover, studies involving Japanese medaka have indicated that the accumulation of FLX occurs due to the inability of the fish to rapidly metabolize and excrete the drug, likely resulting in further non-specific damage as a result of increased tissue FLX concentrations [41], [42]. Knowing waterborne FLX can accumulate in tissues, Mennigen et al. [24] examined the metabolic consequences of FLX exposure in goldfish and determined there was a significant impact on liver glucose metabolism at 540 ng/L, and suggested that the link between the FLX exposure and liver impact was driven by the presence of the serotonergic transporter slc6a4. Here, we were able to identify and determine the relative abundance of two slc6a4 transporter transcripts (Figure S1 in File S1) in the liver of zebrafish, and although no changes in transcript abundance to either fasting or FLX exposure were noted, the presence of these transcripts implies that FLX can directly affect hepatic serotonin uptake. However, further studies are needed to establish the link between serotonergic signaling pathways, protein abundance of slc6a4, and the alteration in expression of various miRNA.

The paramount role of serotonin as a neurotransmitter and importance in numerous neurological disorders is well documented [43]. Numerous therapeutic drugs including FLX, are being widely prescribed to control depression. However, the role of serotonin in peripheral systems is less well-described. Approximately 90% of serotonin produced in mammalian systems comes from the gastrointestinal tract, and aside from the aforementioned role in neurotransmission, serotonin maintains peripheral roles in gastrointestinal motility, cell proliferation, vasculature contractility and relaxation, and apoptosis [44]. Most intriguing is the recently discovered effects serotonin exerts on the liver. In a mammalian model, platelet-derived serotonin mediates the signaling cascade involved in liver regeneration, which involves both the serotonin transporter and receptor found on the surface of hepatocytes, thereby initiating cellular proliferation [45]. Hence, the presence of scl6a4 in hepatocytes indicates that this transporter is a potential target for FLX, and by blocking it, liver metabolic dysfunction is likely, which is validated by the target pathway analysis. However, this does not rule out the possibility that centrally derived signals (other hormones and neuropeptides) could have contributed to the alter expression of liver miRNA. Although the Fed+FLX treatment group exhibited a pathway profile similar to that of a fasted zebrafish, these fish were visually confirmed to have food in their gut at the time of sacrifice. While Mennigan et al. [24] demonstrated goldfish had a reduced appetite following FLX exposure, it was apparent that zebrafish in this experiment did eat, although how much is unknown. As the target profile indicates, anabolic pathways were down-regulated with FLX exposure, suggesting that energy from food being ingested is not being efficiently assimilated into the necessary metabolites for usage. Inefficient energy assimilation can have direct impacts on egg production, fecundity, and overall fitness [46], which implies that exposure to FLX at environmentally-relevant concentrations will disrupt not only metabolism but may also impact species abundance. Indeed, FLX has been shown to reduce ovulation in zebrafish [47], and exposure to identical environmentally-relevant levels of FLX also blocks the ability of male goldfish to release sperm in response to female sex pheromones [23].

Fasting in zebrafish as in mammals, results in switching cellular metabolism from anabolic to catabolic pathways [25]. One of the master regulators of this switch is AMPK, which is a highly conserved kinase that functions as a master regulator of metabolism during states of low energy availability; AMPK becomes actively phosphorylated when cellular AMP levels are high, and this switch to catabolic pathways aids in maintaining the cellular ATP homeostasis [48]. Zebrafish increase the hepatic AMPK**α** catalytic subunit mRNA levels during prolonged fasting (3 weeks); however the transcriptional regulation of the protein was not examined [25]. Here we demonstrate that two of the significantly up-regulated miRNAs by all the experimental treatments in zebrafish target the two isoforms of AMPK**α** (Tables S1-S3 in File S1). Further examination using TargetScanFish revealed 37 different miRNA families have the predicted potential to regulate the expression of AMPK**α**1, whereas only one miRNA (dre-miR-140a) binds to the 3′UTR of AMPK**α**2. However, this change in transcript abundance does not predict either the protein abundance or AMPK activity. Nevertheless, this is the first time a link between miRNA and the master metabolic regulator AMPK has been established in a fish model, and future studies examining the metabolic disruption should take this into account.

In conclusion, this is the first characterization of the miRNA profile in relation to fasting and FLX exposure in zebrafish when compared to nominally fed zebrafish. We were able to confirm our hypothesis that the miRNA fingerprint of FLX exposure mimics that of a fasting response. The relevance of these observations supports the findings in related cyprinids and other teleosts [37], which points towards a metabolic disruption and reduced overall fitness of fish exposed to FLX. These results using FLX which is amongst a list of detectable SSRIs in waterways in North America [14], [15], further supports the need for proper regulation and remediation to prevent potential detrimental effects on fish in contaminated aquatic ecosystems.

## Supporting Information

File S1 (DOCX) Click here for additional data file.

# Supplementary material for: Profiling Hepatic microRNAs in Zebrafish: Fluoxetine Exposure Mimics a Fasting Response That Targets AMP-Activated Protein Kinase (AMPK)
**Source:** PLoS One. 2014 Apr 21;9(4):e95351. doi: 10.1371/journal.pone.0095351

Table S1: Significantly (>2.0 fold) up-regulated miRNA in the liver of zebrafish fasted for 7 days and their *in silico* predicted target genes. Target genes are sorted by ascending level of significant likelihood of targeting said gene. Legend: MIMAT0001762 = dre-let-7d; MIMAT0001789 = dre-miR-22b; MIMAT0001816 = dre-miR-103; MIMAT0001836 = dre-miR-140-5p; MIMAT0001856 = dre-miR-193a; MIMAT0001870 = dre-miR-301a; MIMAT0001884 = dre-miR-457b.

Table S2: Significantly (>2.0 fold) up-regulated miRNA in the liver of zebrafish fasted and exposed to fluoxetine (540 ng/L) for 7 days and their *in silico* predicted target genes. Target genes are sorted by ascending level of significant likelihood of targeting said gene. Legend: MIMAT0001762 = dre-let-7d; MIMAT0001789 = dre-miR-22b; MIMAT0001836 = dre-miR-140-5p; MIMAT0001856 = dre-miR-193a; MIMAT0001870 = dre-miR-301a; MIMAT0001884 = dre-miR-457b.

|  | **mirbase accession No** | **p-value** | **GeneID** | **Symbol** | **Description** |
| --- | --- | --- | --- | --- | --- |
| 1 | MIMAT0001870,MIMAT0001836,MIMAT0001856,MIMAT0001884,MIMAT0001762 | 0.00122 | 497350 | im:7137555 | im:7137555 |
| 2 | MIMAT0001870,MIMAT0001836,MIMAT0001856,MIMAT0001884,MIMAT0001789 | 0.00239 | 541316 | lrrc1 | leucine rich repeat containing 1 |
| 3 | MIMAT0001836,MIMAT0001856,MIMAT0001884,MIMAT0001789 | 0.00892 | 100005490 | zrsr2 | zinc finger (CCCH type), RNA-binding motif and serine/arginine rich 2 |
| 4 | MIMAT0001870,MIMAT0001856,MIMAT0001884,MIMAT0001789 | 0.00892 | 562525 | cldn2 | claudin 2 |
| 5 | MIMAT0001856,MIMAT0001789 | 0.01297 | 562337 | si:dkeyp-53d3.3 | si:dkeyp-53d3.3 |
| 6 | MIMAT0001836,MIMAT0001856,MIMAT0001884,MIMAT0001762 | 0.01446 | 565192 | gpr146 | G protein-coupled receptor 146 |
| 7 | MIMAT0001870,MIMAT0001836,MIMAT0001884,MIMAT0001789,MIMAT0001762 | 0.01841 | 406717 | slc25a22 | solute carrier family 25 (mitochondrial carrier: glutamate), member 22 |
| 8 | MIMAT0001836,MIMAT0001856 | 0.02167 | 405880 | zgc:85843 | zgc:85843 |
| 9 | MIMAT0001870,MIMAT0001836,MIMAT0001789,MIMAT0001856,MIMAT0001762 | 0.02227 | 565854 | onecut3 | one cut homeobox 3 |
| 10 | MIMAT0001870,MIMAT0001836,MIMAT0001789 | 0.02501 | 30537 | emx2 | empty spiracles homeobox 2 |
| 11 | MIMAT0001870,MIMAT0001856,MIMAT0001884 | 0.02501 | 406271 | etfb | electron-transfer-flavoprotein, beta polypeptide |
| 12 | MIMAT0001836,MIMAT0001856,MIMAT0001884 | 0.02501 | 562912 | ltbp3 | latent transforming growth factor beta binding protein 3 |
| 13 | MIMAT0001836 | 0.02804 | 572074 | prkaa2 | protein kinase, AMP-activated, alpha 2 catalytic subunit |
| 14 | MIMAT0001836 | 0.02804 | 678590 | zgc:136254 | zgc:136254 |
| 15 | MIMAT0001870,MIMAT0001884,MIMAT0001789,MIMAT0001856 | 0.02977 | 558048 | n4bp2 | NEDD4 binding protein 2 |
| 16 | MIMAT0001836,MIMAT0001789 | 0.03227 | 322462 | sult6b1 | sulfotransferase family, cytosolic, 6b, member 1 |
| 17 | MIMAT0001836,MIMAT0001884,MIMAT0001789 | 0.03395 | 556582 | grik4 | glutamate receptor, ionotropic, kainate 4 |
| 18 | MIMAT0001870,MIMAT0001836,MIMAT0001884 | 0.03395 | 79377 | gfra1b | gdnf family receptor alpha 1b |
| 19 | MIMAT0001836,MIMAT0001884,MIMAT0001789 | 0.03729 | 561938 | thumpd3 | THUMP domain containing 3 |
| 20 | MIMAT0001836,MIMAT0001856 | 0.03823 | 30658 | rag2 | recombination activating gene 2 |
| 21 | MIMAT0001884,MIMAT0001836 | 0.03823 | 562262 | tnfsf10l3 | tumor necrosis factor (ligand) superfamily, member 10 like 3 |
| 22 | MIMAT0001836,MIMAT0001789 | 0.03823 | 768137 | dclre1b | DNA cross-link repair 1B |
| 23 | MIMAT0001836,MIMAT0001856,MIMAT0001762 | 0.04081 | 100301946 | igfbp6b | insulin-like growth factor binding protein 6b |
| 24 | MIMAT0001870,MIMAT0001856,MIMAT0001789 | 0.04081 | 677750 | myl2b | myosin, light polypeptide 2b, regulatory, cardiac, slow |
| 25 | MIMAT0001870,MIMAT0001884,MIMAT0001789,MIMAT0001856 | 0.04177 | 30181 | ptch2 | patched 2 |
| 26 | MIMAT0001870,MIMAT0001836,MIMAT0001884,MIMAT0001856 | 0.04177 | 557456 | trpc5a | transient receptor potential cation channel, subfamily C, member 5a |
| 27 | MIMAT0001870,MIMAT0001884,MIMAT0001856,MIMAT0001762 | 0.04450 | 64812 | sox19b | SRY-box containing gene 19b |
| 28 | MIMAT0001870,MIMAT0001836,MIMAT0001789 | 0.04450 | 555510 | cyp2aa12 | cytochrome P450, family 2, subfamily AA, polypeptide 12 |
| 29 | MIMAT0001884,MIMAT0001856 | 0.04460 | 327449 | rasa2 | RAS p21 protein activator 2 |
| 30 | MIMAT0001836,MIMAT0001884,MIMAT0001789 | 0.04838 | 100320541 | spock2 | sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 2 |
| 31 | MIMAT0001762 | 0.04838 | 100001198 | prkaa1 | protein kinase, AMP-activated, alpha 1 catalytic subunit |

Table S3: Significantly (>2.0 fold) up-regulated miRNA in the liver of zebrafish fed and exposed to fluoxetine (540 ng/L) for 7 days and their *in silico* predicted target genes. Target genes are sorted by ascending level of significant likelihood of targeting said gene. Legend: MIMAT0001762 = dre-let-7d; MIMAT0001767 = dre-let-7i; MIMAT0001789 = dre-miR-22b; MIMAT0001836 = dre-miR-140-5p; MIMAT0001852 = dre-miR-181c; MIMAT0001856 = dre-miR-193a; MIMAT0001870 = dre-miR-301a; MIMAT0001884 = dre-miR-457b.

Table S4: Significantly (>2.0 fold) down-regulated miRNA in the liver of zebrafish fasted and exposed to fluoxetine (540 ng/L) for 7 days and their *in silico* predicted target genes. Target genes are sorted by ascending level of significant likelihood of targeting said gene. Legend: MIMAT0001280 = dre-miR-205.

Table S5: Significantly (>2.0 fold) down-regulated miRNA in the liver of zebrafish fed and exposed to fluoxetine (540 ng/L) for 7 days and their *in silico* predicted target genes. Target genes are sorted by ascending level of significant likelihood of targeting said gene. Legend: MIMAT0001280 = dre-miR-205; MIMAT0001782 = dre-miR-19a-3p``.

Figure S1: Relative transcript abundance of slc6a4a and slc6a4b to ef1α across all treatments. Values for are presented as the average ± S.E.M. (n=4). An * indicates a significant difference between the relative expression of one isoform versus the other in a given treatment as determined by a Student’s t-test (p<0.05). There were no significant differences across treatment groups.

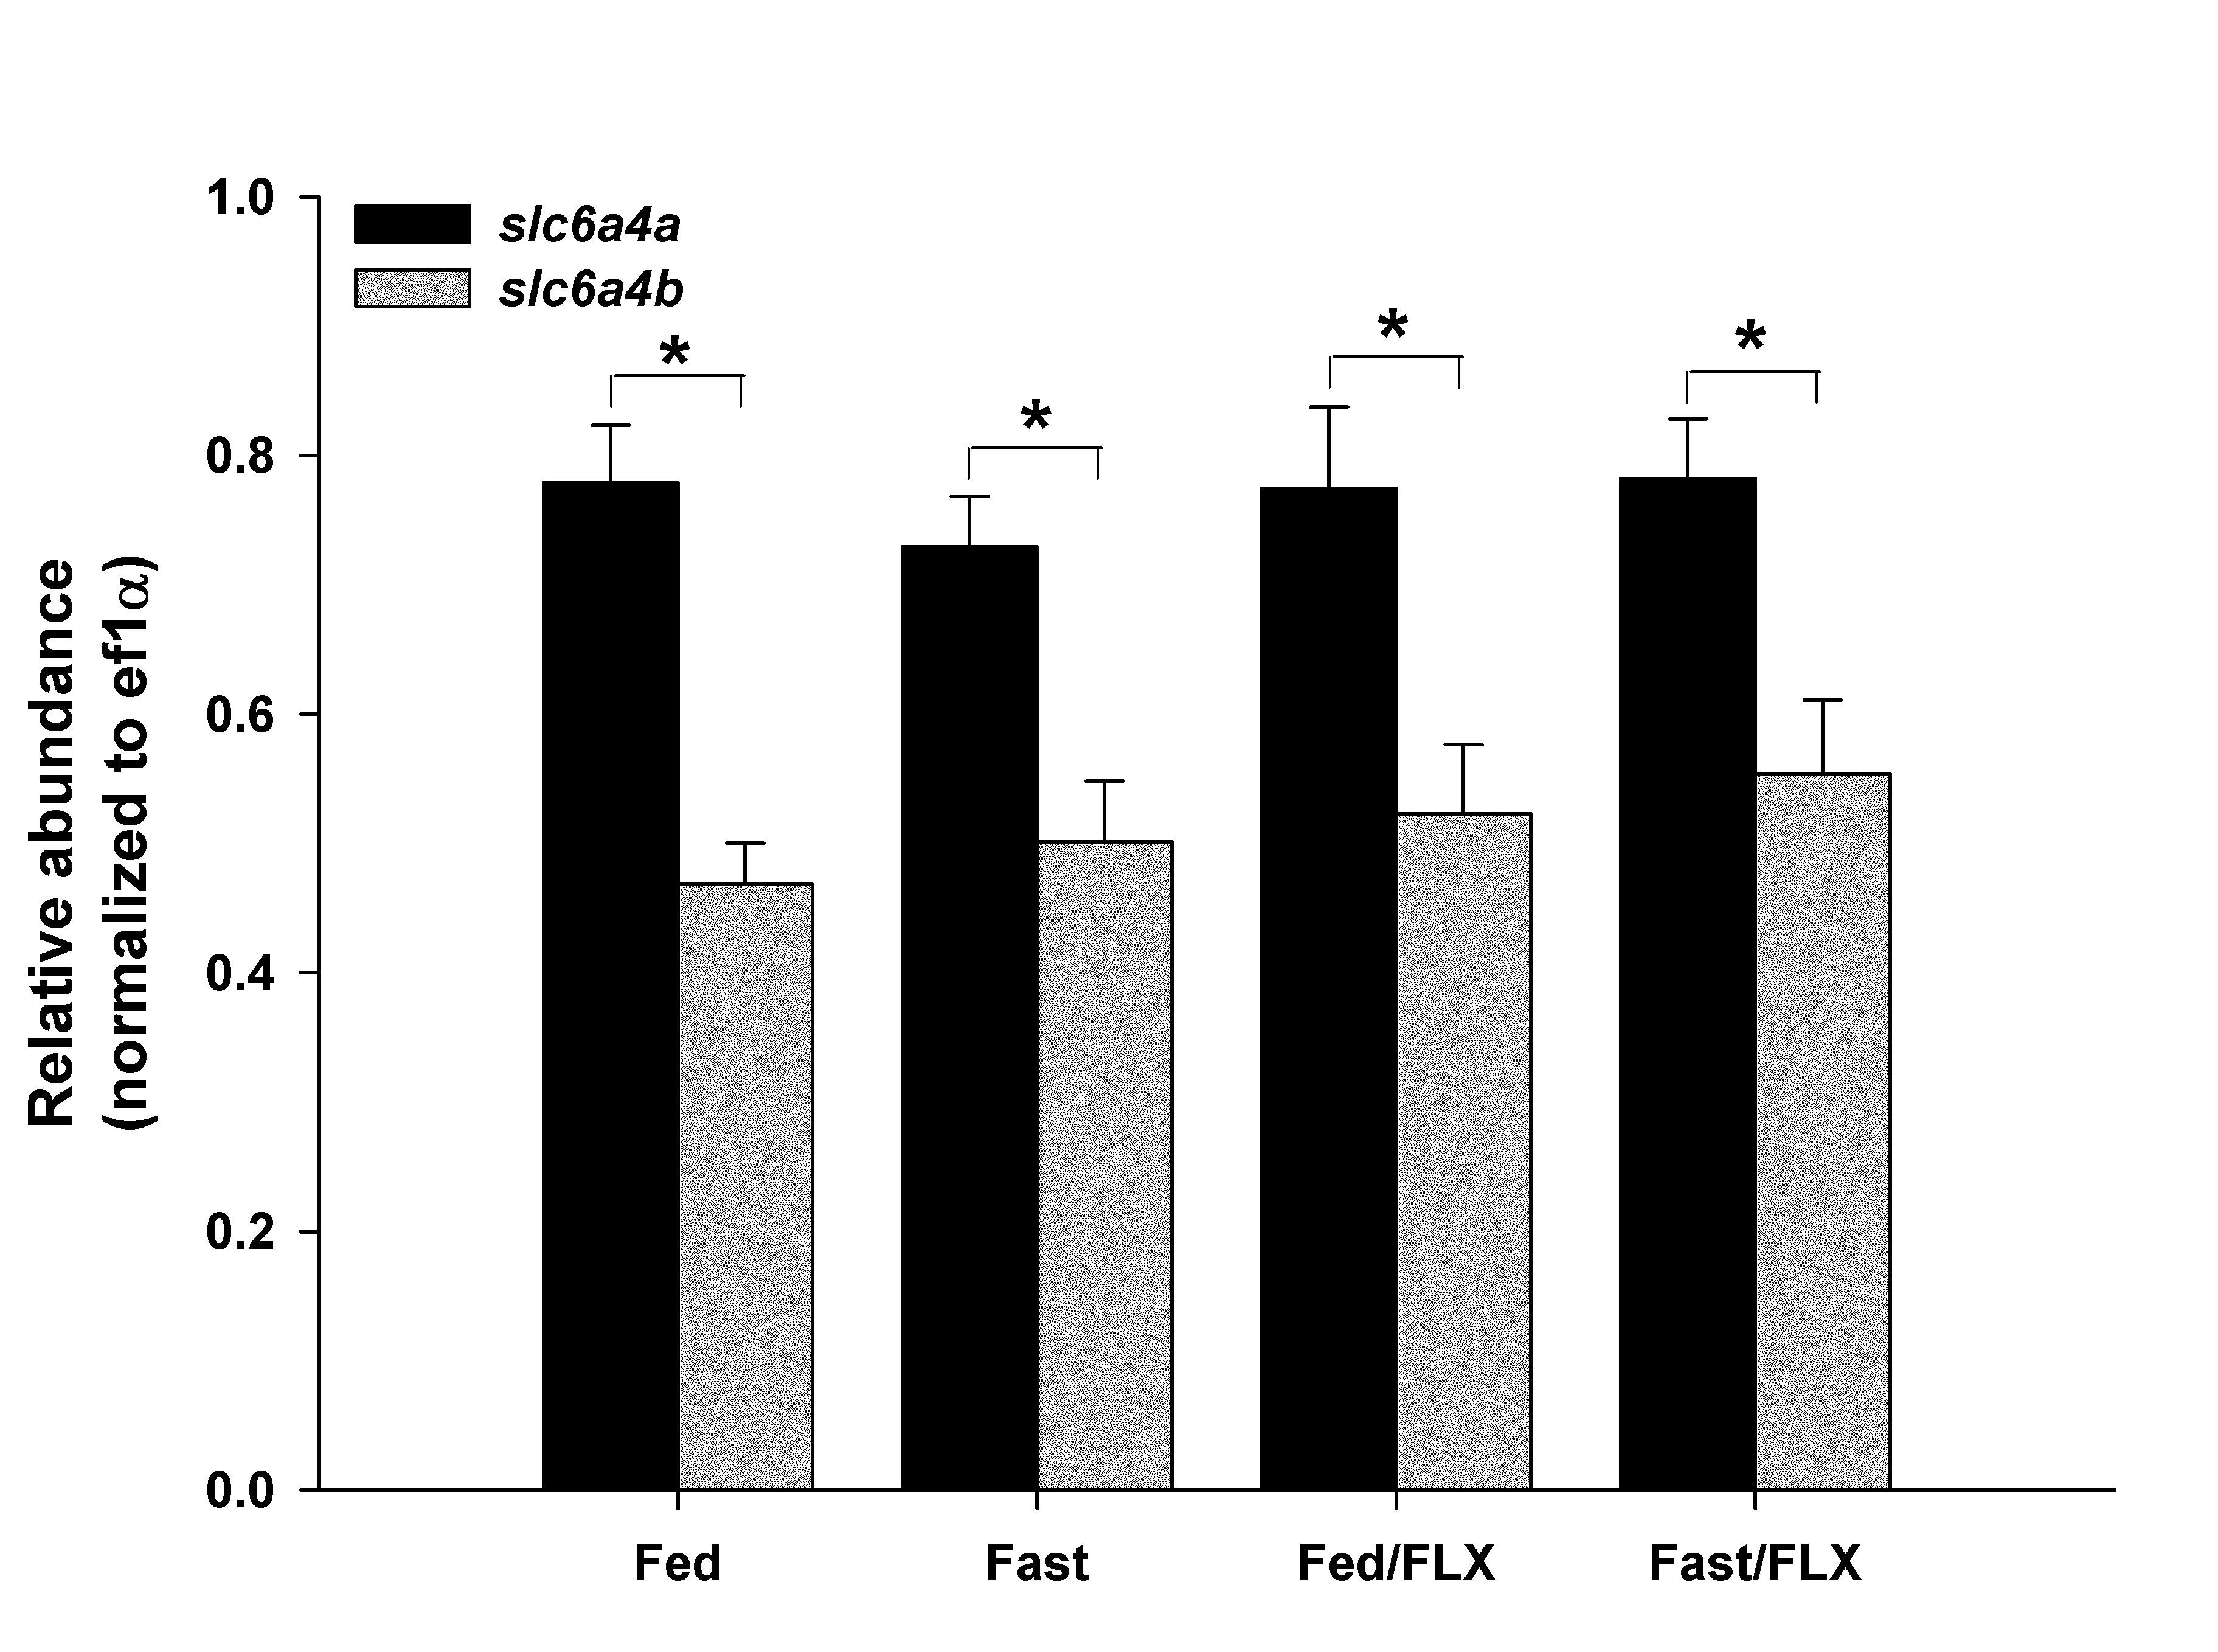

**Supplement:** File S1

How the deposited data were processed for this re-analysis (not part of the article)

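Liver miRNA was measured on 16 one-colour custom arrays, 4 for each of the groups Fed, Fasted, Fed/FLX and Fasted/FLX, on 2 slides of 8. Each sample's group was taken from its label, which names the group and a replicate number from 1 to 4. The authors deposited the output of the array scanner's feature extraction software for each array, in which each spot has a background-subtracted intensity that was not normalized between arrays and can be negative, and each miRNA has a total gene signal that is written as 0.1 where the software called the miRNA not detected. The authors also deposited a table of log2 values for 166 miRNAs and 22 control names, which equal the log2 total gene signal minus 1 constant per column of between 9.41 and 10.50. Each of its 16 columns matched 1 scan within 0.001, which for 2 columns was the scan of the sample in the heading and for 14 columns that of another sample, in 12 cases of another group. Each group by the headings thus holds 2 scans of each of 2 groups, and 2 of the 4 scans in each are of FLX groups. The table was used by its headings, as an alternative only, and its comparisons are not those of the groups of the scans, so that no result on the latter is weighed by it.

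The design written before the data were examined named the mean signal of each spot as the input, or the background-subtracted signal if the mean was absent, and the latter was used. RMA values were computed with limma 3.58.1 on R 4.3.3 from these intensities by the normal-exponential background model (rma75) on all spots of an array, removal of control spots and of spots with an outlier mark, quantile normalization over the 16 arrays, log2, and median polish over the spots of a miRNA with 20 iterations at most. The paper's text names RMA in GeneSpring GX and gives no settings for it. No miRNA was filtered out for low signal, and all 248 were tested. A miRNA was detected on an array when at least 50% of its spots without an outlier mark were well above background. Depth was taken as signal over background, since arrays have no read counts, and the number of arrays limits the precision. A fold is given as a lower bound where 1 group had the miRNA detected on at least 1 array and the other on none, and no fold is given where neither had. The brighter group's mean over all its 4 arrays was then set against the level of the dimmest detected miRNA on each array of the other group, or against the miRNA's own value there where that was higher. Where its own value was the higher on every such array the result is the fitted fold and no bound, and the log2 difference is given alone. The bounds do not allow for the spread between arrays.

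Groups were compared with limma (lmFit and eBayes, 1 mean per group over all 16 arrays, Benjamini-Hochberg adjustment within each comparison), and a miRNA counted as changed at an adjusted p under 0.05 and at least 2-fold. The comparisons were each treatment with Fed, Fasted/FLX with Fasted, Fed/FLX with Fasted, and the interaction of FLX and fasting. Single values were compared by exact permutation of the arrays, and relations across arrays by 100000 permutations. Distances between group means were tested over all divisions of the arrays, one-sided. The correlation of log2 differences was set against 10000 draws of unchanged groups made from whole-array residuals, since both differences share the Fed arrays. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these and for the figures. The steps were tested on simulated data before use. Whether the replicate numbers pair arrays of different groups was checked by the correlation of their deviations from the group means. All 4 values were over 0.1 for Fed and Fasted (0.193, 0.265, 0.204 and 0.113), whose arrays of the same number also share a slide and a slide column, so that the numbers were taken to pair these 2 groups. In the other 5 pairs of groups 0 to 2 of 4 were over 0.1, and the numbers do not pair them.

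The miRNAs named in the text are the 13 that the paper names as changed, the 3 with the largest change among those past the threshold in each comparison, and, by a list written beforehand, near-identical relatives of the 13 and dre-miR-122. Any other is said to be chosen after its values were seen. The alternatives set before the data were examined were a common 75th percentile of spot signals or of total gene signals with a floor of 1, background correction with an offset of 50 or none, no quantile normalization, the authors' table, the mean over spots, keeping outlier spots, only miRNAs detected on all 4 arrays of a group (79), slide or replicate number as a block, each array left out, only 2 groups in the fit, another variance model, the methods' test on RMA values, on total gene signals and on the authors' table, unadjusted p, no minimum fold, and 1 minus Pearson's correlation as the distance. After the data were seen, 6 more were added, which used the total gene signal at its floor of 0.1, the median spot signal, or the replicate number as a block on the Fed and Fasted arrays alone. The closing section gives their effect. The measurements of transcripts, proteins and miRNA by PCR or other methods have no array and were not analysed here, nor were the target predictions and pathways. The genome annotation at hand names another assembly than the arrays' annotation, and no coordinates are printed.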

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

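The tests of the divisions of arrays, the control probes, dre-miR-456 and the miR-181 and miR-29 pairs were chosen only after the results were seen, while the interaction and the fits with 1 array left out were planned. Dixon's test for 1 array far from the other 3 of its group was applied to 72 groups, in which chance, at about 1 in 20, gives 3.6 results past the critical value, and 6 were found.

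Of these, 3 are values of miRNAs near background. dre-miR-22b was 4.04 log2 units on Fed replicate 3 against 3.85 to 3.87 on the other Fed arrays, and dre-miR-457b was 3.15 on Fed replicate 2 against 3.48 to 3.53, with neither detected on a Fed array. dre-miR-301a was 3.73 on Fasted/FLX replicate 1 against 3.38 to 3.42, and that was the only array on which it was detected. A further value is dre-miR-739 on Fed/FLX replicate 1, at 12.3 against 11.67 to 11.68 on the others, while dre-miR-122, the abundant liver miRNA, was 11.54 on that array against 12.32 to 12.33 on the other Fed/FLX arrays. The remaining values describe whole arrays, with 26.3% of spots well above background on Fed replicate 2 against 28.8% to 29.3%, and a median local background of 30.0 on Fed replicate 3 against 28.0 on the others. No explanation of these 6 values was tested, and their number is not far above that given by chance. The design gives no biological explanation for a difference within a group.

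The effect of FLX differed between fasted and fed fish by limma's interaction for dre-miR-181a-5p, by -1.23 log2 units (standard error 0.22, adjusted p = 0.00606), and for dre-miR-29b, by 1.04 (standard error 0.21, adjusted p = 0.0175). The RMA values of dre-miR-181a-5p averaged 6.09 in Fed, 6.52 in Fasted, 6.65 in Fed/FLX and 5.85 in Fasted/FLX, and it was detected on all 16 arrays. Those of dre-miR-29b were 6.07, 5.76, 5.57 and 6.29, and it was detected on 1 Fed/FLX array and on all others. Of 100 divisions of the arrays, 1, the real one, gave as many miRNAs for the interaction, both with at least 2-fold (2 miRNAs) and with no minimum fold (4 miRNAs, 1 of 100). These divisions shuffled all 4 groups over the 16 arrays. They thus test for any difference between groups and cannot exclude chance for the interaction itself. The call of dre-miR-29b rests on single arrays, being 0.98 without Fed replicate 2, 0.95 without Fasted replicate 1 and 0.93 without Fed/FLX replicate 1. Both interactions were called with spot signals scaled to the 75th percentile, but neither was without quantile normalization (limma, adjusted p = 0.0818 for each). With total gene signals scaled to the 75th percentile dre-miR-29b was not called (limma, adjusted p = 0.0698). Its relative dre-miR-29a, chosen after its values were seen, had an interaction of 0.86 (adjusted p = 0.0192), under 2-fold, and was detected on all 16 arrays. The correlation of dre-miR-29b and dre-miR-29a over the 16 arrays within groups was 0.789, higher than for 99.6% of the 246 other miRNAs, which cross-hybridization between them and shared regulation would both give, so that these cannot be told apart. dre-miR-181c moved the same way as dre-miR-181a-5p, and cross-hybridization between them may contribute. Their correlation over the 16 arrays within groups was 0.466, higher than for 96.3% of the 246 other miRNAs, but shared regulation would give the same, so that the 2 causes cannot be told apart. A difference between the 4 tanks also stays open, as does a biological interaction of feeding and FLX, which was not tested further.

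Outside the 13 miRNAs that the paper names, 31 had an adjusted p under 0.05 against Fed in any treatment with no minimum fold, 22 of them higher and 9 lower, and 7 in both FLX groups. They were detected on all arrays in 16 cases and on none in 5, and the largest fold, that of dre-miR-462, was 1.89. The direction of such differences depends on the scaling (with spot signals scaled to the 75th percentile of all spots, 6 miRNAs were higher and 8 lower in Fed/FLX, the named 13 included). The counts with no minimum fold were as large in 1 of 35 divisions, the real one, for Fasted/FLX against Fed, for Fed/FLX against Fed, for Fasted/FLX against Fasted and for Fed/FLX against Fasted, and in 1 of 100 for any treatment, so that chance alone can be excluded for these. For Fasted against Fed, with 0 miRNAs by limma and 29 at an unadjusted p under 0.05, a count of 0 is reached by all 35 divisions by definition and says nothing about chance. The 8 of these divisions that part all 4 pairs of arrays with the same number gave 0 as well, and the other 27 gave up to 3. A division by slide gave 0 in each of the 5 pairs. What cannot be excluded is a difference in labelling or slide position, since all FLX arrays lay in slide columns 2 and 4. By unnormalized intensity, of 8 control probes well above background on all arrays, 5 differed between the 8 FLX arrays and the 8 others by an exact permutation test (two-sided, adjusted over the 8), the most by hur_6, which was 1.66-fold higher on the FLX arrays (10186 to 17367 against 6948 to 9636, p = 1.55e-04, the smallest that 12870 divisions allow, adjusted p = 0.00124). The others were hur_2 (1.29-fold), hur_1 (1.23-fold), dmr_285 (1.38-fold) and dmr_31a (1.32-fold), and SCorner3, dmr_3 and dmr_6 did not differ. The files do not say what these probes bind. If labelling were the cause, miRNAs that follow dmr_285 within groups would be those higher on FLX arrays, and the correlation of the 2 measures across 248 miRNAs, which are not independent, was 0.162 (permutation of arrays, 10000 draws, one-sided, p = 0.0860, null median 0.00581). This leaves labelling, slide column, tank and FLX itself open.

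dre-miR-456, chosen after its values were seen, was higher than in Fed by 0.53 log2 units in Fasted/FLX (0.527, limma adjusted p = 3.4e-04) and by 0.53 in Fed/FLX (0.534, adjusted p = 2.9e-04). All 8 FLX arrays lay between 4.75 and 4.93 and all 8 others between 4.25 and 4.54 (exact permutation test, two-sided, p = 1.55e-04, the smallest that 12870 divisions allow), and it was detected on 7 of 8 FLX arrays and 7 of 8 others. Labelling or slide position may be the source here too. The correlation of dre-miR-456 with dmr_285 within groups was 0.0611, but dmr_285 need not follow the difference in labelling, if any, and the design holds FLX and slide columns together, so that they cannot be told apart. A biological effect of FLX stays open and untested.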

How the results depend on the processing

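Alternatives on total gene signals at their floor of 0.1, on the median spot signal or on the Fed and Fasted arrays alone with a replicate block were chosen after seeing the data, and all others were set before the data were examined. Where a count or value moved, the cause was not tested unless it is named. Counts are of miRNAs at an adjusted p under 0.05 and at least 2-fold by limma, unless another test is named. On RMA values they were 0 in Fasted, 0 in Fasted/FLX and 1 in Fed/FLX against Fed, 1 in any treatment, 0 in Fasted/FLX against Fasted, 1 in Fed/FLX against Fasted and 2 for the interaction. Slide as a block, replicate number as a block, the mean over spots, outlier spots kept, and the trended and robust variance model each gave these same 7 counts (0, 0, 1, 1, 0, 1 and 2 for the replicate block). The replicate number as a block on the Fed and Fasted arrays alone gave 0 in Fasted, also with no minimum fold (smallest adjusted p = 0.0603), and the block changed no call in this comparison.

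Spot signals scaled to the 75th percentile of the detected miRNAs gave 1 in Fasted/FLX, 2 in Fed/FLX, 3 in any treatment, 2 in Fasted/FLX against Fasted, 3 in Fed/FLX against Fasted and 5 for the interaction. With the percentile over all miRNA spots these were 1, 3, 4, 2, 3 and 4. Total gene signals scaled to the 75th percentile gave 1 in Fasted/FLX, 2 in any treatment and 2 in Fasted/FLX against Fasted. For the interaction they gave 3, of which 1 was also called on RMA values. An offset of 50, or no background correction, gave 0 in Fed/FLX against Fasted and 0 for the interaction, where added background shrinks every fold by construction. Without quantile normalization the counts were 3 in Fasted/FLX, 4 in any treatment, 2 in Fed/FLX against Fasted and 0 for the interaction. The authors' table by its headings, whose groups each mix scans of 2 groups so that its values are those of other comparisons, gave 2 in Fasted, 0 in Fed/FLX, 2 in any treatment, 0 in Fed/FLX against Fasted and 5 for the interaction. Only miRNAs detected on all 4 arrays of a group (79) gave 2 in Fed/FLX against Fasted. The median spot signal gave 3 in that comparison and 3 for the interaction. With only 2 groups in the fit the counts were 1 in Fasted/FLX and 0 in Fed/FLX. The total gene signal at its floor of 0.1 gave 1 in Fasted, 10 in Fasted/FLX, 2 in Fed/FLX, 12 in any treatment and 5 in Fasted/FLX against Fasted. It gave 3 for the interaction. On the authors' table and on floored signals some miRNAs had no variance, which limma reported.

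The methods' test gave 2 in Fed/FLX against Fasted, with or without its overall p adjusted, and otherwise the counts on RMA values. On the authors' table it gave 0 in Fed/FLX, 0 in any treatment, 1 in Fasted/FLX against Fasted and 0 in Fed/FLX against Fasted. On scaled total gene signals it gave 3, 8, 4 and 12 in Fasted, Fasted/FLX, Fed/FLX and any treatment, 2 in Fasted/FLX against Fasted and 5 in Fed/FLX against Fasted. At the floor of 0.1 these were 3, 8, 5, 12, 3 and 4. Its overall p alone on those signals gave 9, 9, 12, 15, 8 and 11, and over the miRNAs of the authors' table it gave 9, 9, 10, 13, 7 and 9. An unadjusted p gave 1 in Fasted/FLX, 2 in Fed/FLX against Fasted and 7 for the interaction. With no minimum fold the counts were 12 in Fasted/FLX, 32 in Fed/FLX, 36 in any treatment, 16 in Fasted/FLX against Fasted, 18 in Fed/FLX against Fasted and 4 for the interaction, and with 1 array left out they ran from 5 to 18, from 12 to 39, from 2 to 16, from 9 to 29 and from 3 to 6 for the single comparisons, with 0 to 2 in Fasted (2 without Fed replicate 2).

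With each array left out in turn, the counts with at least 2-fold were 0 to 0 in Fasted, 0 to 1 in Fasted/FLX (1 without Fed/FLX replicate 1), 1 to 3 in Fed/FLX and in any treatment (3 without Fed/FLX replicate 4), 0 to 0 in Fasted/FLX against Fasted, 1 to 3 in Fed/FLX against Fasted (3 without Fed/FLX replicate 2) and 1 to 2 for the interaction (1 without Fed replicate 2). dre-miR-205 was among the miRNAs called in Fed/FLX under each of these 16 fits.

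The excess of the distances from Fed over those among treated groups, 0.06 on RMA values, was -0.17 (exact permutation test, p = 0.574) and -0.21 (p = 0.601) with the 75th percentile of detected miRNAs and of all spots, and -0.82 (p = 0.626) in the authors' table. With total gene signals scaled to the 75th percentile it was 2.18 (exact permutation test, p = 0.0657). It ran from -0.19 without Fed/FLX replicate 4 to 0.34 without Fed replicate 1. The Fasted to Fed/FLX distance minus the shorter of the others, 0.86 on RMA values, was -0.35 without quantile normalization (exact permutation test, p = 0.230), -4.47 in the authors' table (p = 0.0281) and -0.57 at the floor of 0.1 (p = 0.269), and ran from 0.55 without Fasted/FLX replicate 2 to 1.15 without Fed/FLX replicate 2. The correlation of the differences in Fasted and Fed/FLX, 0.478, passed its threshold only in the authors' table, at 0.887 (permutation of residuals, p = 0.0465), where the headings mix the groups of the scans, and ran from 0.405 without Fed/FLX replicate 4 to 0.544 without Fed replicate 1. No other alternative took a distance or the correlation past its threshold.

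For the named miRNAs, 1060 values under alternatives were computed over 44 pairs of a miRNA and a comparison. Of these 968 kept their direction and side of the threshold, 14 fell below it, 22 rose past it, 52 changed sign without being called and 4 reversed a direction. The reversals were dre-miR-193a in Fasted/FLX at the floor of 0.1 (5.20), and in the authors' table, by the mixed groups of its headings, dre-let-7i in Fed/FLX against Fasted (-0.11) and the interactions of dre-miR-181a-5p (0.36) and dre-miR-29b (-0.54). The interaction of dre-miR-29b was under 2-fold without Fed replicate 2 (0.98), Fasted replicate 1 (0.95) or Fed/FLX replicate 1 (0.93). It did not pass the adjusted threshold with total gene signals scaled to the 75th percentile (limma, adjusted p = 0.0698). Without quantile normalization the interactions of dre-miR-181a-5p and dre-miR-29b did not pass it either (limma, adjusted p = 0.0818 for each). Over all miRNAs, the median log2 difference from Fed in Fasted, Fasted/FLX and Fed/FLX was -0.537, -0.126 and -0.414 in the authors' table and -0.271, -0.665 and -0.111 at the floor of 0.1, and it was -0.109 in Fed/FLX without quantile normalization. Over the 49 miRNAs detected on all arrays it was then 0.313, 0.749 and 0.129. In the authors' table and at the floor of 0.1, 1 constant per array is subtracted from values at the floor too. This shifts their differences by construction, so those medians do not measure abundance.

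Signal over background limits what these arrays can show. By the rule of 50% of spots the median number of miRNAs detected per array was 77.5, by the scanner software's mark 103.5 and by any spot 102.5. dre-let-7d and dre-miR-457b were detected on no array by the rule of 50% of spots, so that no fold was given for them. The scanner software's mark, which is less strict, called dre-let-7d detected on 1 Fasted, 3 Fed/FLX and 4 Fasted/FLX arrays. It called dre-miR-457b detected on 1, 2 and 4 arrays of these groups.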

Differences from the paper's values

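The paper's number of miRNAs changed over 2-fold in any treatment is 13, and the value here was 1. The paper's share is 4.8%, and the value here was 0.403%. The paper's number of up-regulated miRNAs is 10, and the value here was 0. Of 19 alternatives set before the data were examined, only the methods' test on scaled total gene signals came within 1.5 times of the paper for these 3 measures, with 12 miRNAs, 4.84% and 8 up-regulated, and the other 18 did not. Settings on the total gene signal at its floor of 0.1, chosen after seeing the values, also came within it, with 12 miRNAs and 10 up-regulated by limma, 12 and 9 by the methods' test, 15 and 10 by the overall p of that test, and 13 and 10 by that overall p over the miRNAs of the authors' table. The shares by the first 3 of these, 4.84%, 4.84% and 6.05%, came within 1.5 times of the paper's, while that of the last, 7.83% of the miRNAs of the authors' table, did not. This last setting, chosen after seeing the values, calls 13 miRNAs, all of which the paper names.

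The paper's number of down-regulated miRNAs is 3, and the value here was 1. Of the alternatives set before the data were examined, 4 came within 1.5 times of the paper, namely the 75th percentile of detected miRNAs (2), of all miRNA spots (4) and of total gene signals (2), and the methods' test on the latter (4). The others did not, apart from the fits that left out Fed replicate 1, Fed replicate 3, Fed/FLX replicate 2, Fed/FLX replicate 3 or Fed/FLX replicate 4, each with 2. Chosen after seeing the values, limma at the floor of 0.1 gave 2, the methods' test there 3, and its overall p over the miRNAs of the authors' table 3.

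The paper's number of miRNAs up-regulated in all 3 treatments is 6, and the value here was 0. None of the alternatives set before the data were examined gave a number other than 0. The overall p of the methods' test on total gene signals at the floor of 0.1, chosen after seeing the values, gave 6 over all miRNAs and 6 over those of the authors' table.

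For dre-miR-140-5p in Fasted/FLX the paper gives a fold over Fed of about 340 in Fig. 3, read by eye, where the bound here was at least 1.06-fold. For dre-miR-22b in Fasted, Fasted/FLX and Fed/FLX it gives about 26, about 26 and about 22 in Fig. 3, where the bounds were at least 1.13-fold and 1.1-fold in the first 2, and in Fed/FLX the mean of all 4 arrays gave 1.08-fold and the 1 array with the miRNA detected 1.01-fold. For dre-let-7d and dre-miR-457b Figure 3 shows folds in every treatment, while neither was well above background on any array. Of the 22 folds that the paper gives for these miRNAs, 17 have no bound here and 5 have a bound over 1 by the mean of the brighter group, which leaves a larger fold open. Of the 18 folds over Fed, total gene signals scaled to the 75th percentile came within 1.5 times of the figure for dre-let-7d and dre-miR-457b in Fasted, and the authors' table for dre-let-7d (3.44-fold) and dre-miR-210-5p (13.4-fold) in Fasted. The total gene signal at its floor of 0.1, chosen after seeing the values, came within 1.2 times for all 18.

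The paper states that dre-let-7d, dre-miR-140-5p, dre-miR-301a and dre-miR-457b rose by more than a stated large factor over fasting alone. The folds of Fasted/FLX over Fasted at the floor of 0.1, a setting chosen after seeing the values, were 58.1, 5.97, 11.7 and 52.1, and RMA values gave a bound of at least 1.06-fold for dre-miR-140-5p alone. None of the settings run reached the paper's factor over Fasted. Over Fed, the floor of 0.1 gave 195, 338, 138 and 163 for these miRNAs, all past that factor. Whether the paper's factor was taken over Fed cannot be told from its text.

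Items that the paper calls and limma on RMA values did not were called in some settings set before the data were examined. dre-miR-739 was called in Fasted/FLX with each of the 3 scalings to the 75th percentile, dre-let-7i in Fed/FLX with the 75th percentile of detected miRNAs, dre-miR-19a-3p in Fed/FLX with that of all spots and in the fits without Fed replicate 1, Fed replicate 3, Fed/FLX replicate 2 or Fed/FLX replicate 3, and dre-miR-205 in Fasted/FLX at an unadjusted p, with only 2 groups in the fit and without Fed/FLX replicate 1. The authors' table gave dre-miR-193a and dre-miR-301a in Fasted. The methods' test on scaled total gene signals gave dre-miR-193a and dre-miR-22b in Fasted, dre-let-7d, dre-miR-140-5p, dre-miR-205, dre-miR-210-5p, dre-miR-22b, dre-miR-301a, dre-miR-457b and dre-miR-739 in Fasted/FLX, and dre-miR-19a-3p and dre-miR-210-5p in Fed/FLX. It also called dre-miR-181c in Fasted, while the paper names that miRNA for Fed/FLX. Chosen after seeing the values, limma at the floor of 0.1 called 11 of the paper's 13 miRNAs in any treatment, whether or not the one the paper names, the methods' test there 12, and its overall p all 13. With no minimum fold, 5 of the 13 passed the adjusted threshold in any treatment.

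In the tree of the paper's Figure 2, Fasted and Fed/FLX join first and Fed last, and the paper describes the treated groups as more alike than any is to Fed. On RMA values Fed and Fasted/FLX joined first and Fed/FLX last, an order that changed with single arrays left out (the first join in 9 of 16 fits), and the excess distance of Fed was 0.06 (exact permutation test, one-sided, p = 0.408). The total gene signal at its floor of 0.1, chosen after seeing the values, gave the paper's order, with an excess of 3.07 (exact permutation test, one-sided, p = 0.0801). Fed also joined last with total gene signals scaled to the 75th percentile, an alternative set before the data were examined. The paper states that FLX raised miRNA abundance over fasting, and with no minimum fold 7 miRNAs were higher and 9 lower in Fasted/FLX than in Fasted. In Fed/FLX, 10 were higher and 8 lower than in Fasted.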

Other observations

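The tests of near-background signals and of near-identical relatives were planned, and all other tests in this part were chosen only after the results were seen.

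The large folds of the 6 miRNAs of Figure 3 over Fed were set against 2 technical explanations. If they came from signals near or below background in the Fed arrays, the miRNAs would not be detected there. Of their 24 Fed values 0 were detected, so that signals near background are a candidate explanation that these values bear out. A planned second test, the folds with an offset of 50, decides nothing, since an added constant shrinks every fold by construction (the highest of the 18 was 1.37 on RMA values and 1.05 with the offset). The planned test of cross-hybridization asked whether near-identical relatives show folds of the same size. The highest log2 difference from Fed among the 11 detected relatives of dre-let-7d, dre-miR-22b and dre-miR-457b, in 33 comparisons, was 0.76 (dre-let-7i in Fed/FLX). RMA values gave no large fold for the 6 miRNAs either, and a small rise of a relative could take a miRNA past the software's detection limit. For dre-miR-22b, the relative dre-miR-22a was detected on all 16 arrays and did not rise on RMA values (-0.05, -0.06 and 0.06 in Fasted, Fasted/FLX and Fed/FLX, standard error 0.08, against 0.36, 0.32 and 0.31 for dre-miR-22b). Without quantile normalization, and the detection limit is applied to signals not normalized between arrays, dre-miR-22a was higher by 0.33, 0.82 and 0.41 and dre-miR-22b by 0.41, 0.64 and 0.32. Cross-hybridization thus cannot be told apart from other causes for these 3. For dre-miR-301a it cannot either, because dre-miR-301b and dre-miR-301c were detected on 0 arrays. dre-miR-140-5p and dre-miR-210-5p have no near-identical relative listed.

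The folds that Figure 3 shows were then compared with other ways to compute them. With total gene signals kept at the 0.1 written for a miRNA not detected, and the groups of the scans, 18 of the 18 folds were within 1.5 times of the figure, the largest ratio being 1.12. With the groups as headed in the authors' table 2 were, and with RMA values as computed here 0 were. At the floor of 0.1, dre-let-7d was 3.35-fold, 195-fold and 54.2-fold over Fed in Fasted, Fasted/FLX and Fed/FLX. The 6 miRNAs stood at this floor in 21 of 24 Fed values, 10 of 24 Fasted values, 8 of 24 Fed/FLX values and 0 of 24 Fasted/FLX values. The figure's folds may therefore count how often a miRNA was called detected more than its abundance, a hypothesis found on these same data. Against it stands the paper's qPCR of the up-regulated miRNAs, which it reports as strongly correlated with its array values. Those qPCR values were not analysed here, so the hypothesis was not weighed against them.

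In the authors' table, 14 of 16 columns held another sample's scan than the heading names. If the columns had been written in the order of slide position under headings in the order of the sample list, each column's scan would have the same place in slide order as its heading in the list, and 16 of 16 did. This mismatch may thus come from an ordering step. The files do not show which of the labels, those of the scans or those of the table, are right, and the test above on Figure 3 used both.

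More miRNAs were detected on the Fasted/FLX arrays (87.5 ± 4.65, SD, n = 4) than on the Fed arrays (71.0 ± 5.35, n = 4). If brighter arrays were the cause, brightness would go with the number detected within groups too. Over the 16 arrays Pearson's r was 0.884 and Spearman's rho 0.923 (permutation test, two-sided, p = 1e-05 for each, the smallest that 100000 permutations can give, adjusted p = 1e-05 over 2 relations), r was 0.822 without the 2 arrays farthest from the median, 0.953 and 0.802 within the 2 slides of 8, and 0.778 within groups. Brightness, taken as the constant that the authors' table subtracts from each scan's log2 signals, averaged 9.67 ± 0.22 (SD, n = 4) log2 units in Fed and 10.3 ± 0.13 (n = 4) in Fasted/FLX. The values are consistent with brighter arrays as a technical cause, while more RNA of many miRNAs would also make arrays brighter, and that was not tested.

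The differences weighed further were those of dre-let-7d and dre-miR-205. dre-let-7d rose by 0.45 and 0.43 log2 units in Fasted/FLX and Fed/FLX, without being well above background. Of the other let-7 miRNAs, 6 were detected on all arrays, and their median difference from Fed in the FLX groups was 0.31, with 11 of 12 differences positive here and 11 or 12 of 12 under the other scalings, so that cross-hybridization from them could give a rise of this size. A rise shared by the family would look the same, and they cannot be told apart. dre-miR-205 was lowest on Fed/FLX replicates 1 and 4, which were also the arrays of that group with the fewest miRNAs detected. Over the other 2 Fed/FLX arrays the log2 difference from Fed was -1.05, which argues against the dim arrays as the whole cause. The number of miRNAs called in Fed/FLX against Fed, 1 with at least 2-fold, was reached in 2 of 35 divisions of the arrays, as was that of Fed/FLX against Fasted (2 of 35), and that of any treatment in 6 of 100, so that chance cannot be excluded for these counts. The counts of 0 by limma in Fasted against Fed, Fasted/FLX against Fed and Fasted/FLX against Fasted, with 29, 40 and 42 miRNAs at an unadjusted p under 0.05, are reached by all 35 of 35 divisions by definition, which says nothing about chance.

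The array holds 248 miRNA names and 22 control names, and these add up to 270, the number of distinct miRNA probes that the paper gives. Whether the paper's count is of these names was not tested.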
